# Transcriptome response to heat stress in a chicken hepatocellular carcinoma cell line

**DOI:** 10.1007/s12192-015-0621-0

**Published:** 2015-08-05

**Authors:** Liang Sun, Susan J. Lamont, Amanda M. Cooksey, Fiona McCarthy, Catalina O. Tudor, K. Vijay-Shanker, Rachael M. DeRita, Max Rothschild, Chris Ashwell, Michael E. Persia, Carl J. Schmidt

**Keywords:** Transcriptome, RNA-seq, Heat stress, Chicken, LMH cells

## Abstract

Heat stress triggers an evolutionarily conserved set of responses in cells. The transcriptome responds to hyperthermia by altering expression of genes to adapt the cell or organism to survive the heat challenge. RNA-seq technology allows rapid identification of environmentally responsive genes on a large scale. In this study, we have used RNA-seq to identify heat stress responsive genes in the chicken male white leghorn hepatocellular (LMH) cell line. The transcripts of 812 genes were responsive to heat stress (*p* < 0.01) with 235 genes upregulated and 577 downregulated following 2.5 h of heat stress. Among the upregulated were genes whose products function as chaperones, along with genes affecting collagen synthesis and deposition, transcription factors, chromatin remodelers, and genes modulating the WNT and TGF-beta pathways. Predominant among the downregulated genes were ones that affect DNA replication and repair along with chromosomal segregation. Many of the genes identified in this study have not been previously implicated in the heat stress response. These data extend our understanding of the transcriptome response to heat stress with many of the identified biological processes and pathways likely to function in adapting cells and organisms to hyperthermic stress. Furthermore, this study should provide important insight to future efforts attempting to improve species abilities to withstand heat stress through genome-wide association studies and breeding.

**Electronic supplementary material:**

The online version of this article (doi:10.1007/s12192-015-0621-0) contains supplementary material, which is available to authorized users.

## Introduction

Fluctuations in environmental temperatures are encountered over the life span of most organisms. Many species have a metabolism that is adapted to the temperature range of the environment in which they evolved. When the external temperature rises above this range, the heat produced by a homothermic animal exceeds the amount that can be lost to the environment, resulting in a rise in body temperature. This triggers an evolutionarily conserved heat stress transcriptome response modulating genes that control multiple cellular activities including protein folding, protein degradation, transport, metabolism, DNA repair, and replication (Lindquist and Craig 1988; Feder and Hofmann 1999; Kregel 2002).

A starting point for understanding the heat stress response is identifying the genes that are modulated by hyperthermia. Numerous studies have identified genes that respond to heat stress, but high-throughput transcriptome sequencing is a technology able to provide a more complete catalog of heat responsive genes (Szustakowski et al. 2007; Li et al. 2011; Islam et al. 2013; Kristiansson et al. 2013; Smith et al. 2013; Wang et al. 2013). While the ultimate goal might be to identify every gene in every tissue of an organism that responds to heat stress, a practical first step is to use in vitro cell culture methods. Cultured cells can be raised under defined temperature conditions for precise amounts of time, allowing for careful control of their environment. Subjecting a cell line to heat stress and comparing the transcriptome results with control cells will identify heat responsive genes. The objective of this work was to use transcriptome sequencing to define the heat stress response of the chicken hepatocellular carcinoma cell line, LMH (Kawaguchi et al. 1987), which was developed from a male white leghorn chicken. A total of 812 genes consistently responded to heat stress with 235 induced and 577 repressed following treatment. Enrichment analysis identified functional groupings such as molecular chaperones and transcription factors within the induced genes, and DNA replication and DNA repair among the repressed genes.

## Materials and methods

### Cell culture

LMH cells were obtained from ATCC (Manassas, VA) and cultured in Waymouth’s MB medium with 10 % heat-inactivated fetal bovine serum in flasks coated with 0.1 % gelatin. Cells were cultured at 37 °C in 5 % CO_2_ and passaged every 2–3 days. Prior to heat stress, cells were grown to 80 % confluence. Three T-75 (Falcon) flasks were maintained at control temperature and a second set of three flasks subjected to heat challenge. Six individual flasks of control cells were cultured at 37 °C while six flasks of heat-stressed cells were maintained at 43 °C for 2.5 h. This protocol was chosen as prior published work indicated it would provide for maximal heat stress response (Gabis et al. 1996).

### RNA preparation

Cells were released from flasks with trypsin and collected in 50-ml conical tubes by centrifugation (1200 RPM; at 37 °C for control cells, 43 °C for heat-stressed cells). RNA was prepared using the Qiagen RNeasy mini kit with DNAase treatment and quality-checked using the Agilent 2100 Bioanalyzer. RNA with a RIN value greater than 9.0 was used for transcriptome library production.

### Transcriptome production and data analyses

Transcriptome libraries were prepared separately from each control and experimental flask using the Illumina TrueSeq RNA Sample Preparation Kit. The 12 individual libraries were sequenced on an Illumina HiSeq 2500 at the University of Delaware DNA Sequencing Facility. Sequences were mapped to the 2006 release of the Red Jungle Fowl genome (International Chicken Genome Sequencing, C 2004) and gene Reads Per Kilobase per Million (RPKM) values assigned using ERANGE (Mortazavi et al. 2008). Expression data were statistically analyzed using JMP, and genes were assigned to functional groups using DAVID (Huang et al. 2009a, 2009b) and eGIFT (Tudor et al. 2010). All fastq files have been submitted to the GEO database under GEO number GSE55321.

### Quantitative RT-PCR

First-strand synthesis was done with superscript II Reverse Transcriptase (Life Technologies) according to the manufacturer’s directions. Quantitative reverse transcription PCR (qRT-PCR) was performed using gene-specific primers (Table 2) and the Fast SYBER green master mix (Applied Biosystems) on an Applied Biosystems 7500 Fast Real Time PCR System according to the manufacturer’s directions.

## Results and discussion

### Overview of results

Over 250 million transcriptome reads were generated across 12 separate flasks of control or heat-stressed LMH cells (Table 1). 

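LMH is a cell line derived from a hepatocellular carcinoma of a chicken. RNA-seq libraries were prepared from 6 control flasks kept at 37 °C and 6 heat stress flasks held at 43 °C for 2.5 h, with replicates numbered 1 to 6 at each temperature. The authors mapped the reads to the Red Jungle Fowl genome and deposited, for each flask, the RPKM of each gene assigned with ERANGE. RPKM is the number of reads on a gene divided by the length of its model and by the mapped reads of the library, so it is already scaled to the size of each library but not to its composition. By the paper's Table 1, the libraries held between 13.1 and 35.8 M total reads, with a median of 24.5 M for control and 27.0 M for heat stress flasks. A larger share of the reads mapped in replicates 1 to 3 of both temperatures (89.8% or more, by Table 1) than in replicates 4 to 6 (88.2% or less). These were treated as flask sets 1 and 2, each with 3 control and 3 heat stress flasks. Read counts per gene are not in the files analysed here. Low RPKM values of a gene fall on steps the size of 1 read, and the size of the step gives the relative depth behind the values. Relative depth was between 0.98 and 1.03 in set 1 and between 0.88 and 2.3 in set 2, estimated from 176 to 291 low genes per flask, of whose values 61.9 to 71.9% lay on the steps. The estimate depends on a cutoff chosen after the real values had been seen. With a stricter cutoff of 0.9 in place of 0.6, flasks of set 1 ranged from 0.99 to 2.04. Summed RPKM ranged from 377502 to 460620 (median 397714) in control flasks and from 371265 to 424938 (median 393234) in heat stress flasks. HSP25, HSPA2, HSPA8 and HSP90AA1 together made up 0.566% of the summed RPKM in control flasks and 6.78% in heat stress flasks. This rise alone would lower the RPKM of other genes slightly in heat stress flasks, as far as RPKM shares stand for read shares. The 13 mitochondrial protein genes went from 15.53% to 12.59%, which would act the other way. From the RPKM values, each gene with a mean above 0.1 RPKM at either temperature was tested with limma on log2(RPKM + 0.1), and p-values were adjusted by the Benjamini-Hochberg method. A log2 difference below is on this scale, which understates the change of genes with low RPKM. An exact permutation test over the 924 assignments of 12 flasks to 6 and 6 was added for single genes, and the smallest p it can give is 0.0022. Choices that could change the numbers are the pseudocount, the filter on low values and the scaling between flasks. An alternative divided each flask by its median ratio to the genes' geometric means, with factors of 1.006 to 1.115 in control and 0.904 to 0.988 in heat stress flasks.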

A total of 15,945 chicken genes were analyzed in LMH cells for their response to heat stress at 43 °C versus 37 °C for 2.5 h (Supplementary File 1). 

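The tables of all 12 flasks listed the same 15945 genes by gene ID and symbol. Between 11828 and 11937 genes exceeded 0.1 RPKM in each control flask, and between 11653 and 11846 in each heat stress flask. RPKM above 0 was found for 12478 to 13164 genes per control flask and for 12252 to 13119 genes per heat stress flask.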

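A mean RPKM above 0.1 in the 6 control flasks or in the 6 heat stress flasks was found for 12300 genes. The count depended on how many flasks had to pass the limit. It rose to 13419 when 1 flask above 0.1 RPKM was enough and fell to 10432 when all 12 flasks had to be above it.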

A total of 12,299 genes were detected under heat or control conditions with RPKM values greater than 0.1. The log_2_ values of the ratio between the heat stress and control RPKM were determined for each of these genes. A *t* test was applied to identify genes that were significantly differentially expressed between the two conditions (*p* < 0.01). This generated a list of 812 genes that reproducibly responded to heat challenge across all 12 samples, with 235 genes whose expression was increased and 577 genes whose expression was decreased after heat challenge (Supplementary File 2). 

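With limma on log2(RPKM + 0.1), 1148 of the 12300 detected genes had an unadjusted p under 0.01 and a log2 ratio of mean heat stress to mean control RPKM of at least 0.8 in size, which is the smallest ratio among the genes of Supplementary File 2. Of these, 361 were increased and 787 were decreased after heat challenge. At a Benjamini-Hochberg adjusted p under 0.05 without a limit on the ratio, limma gave 2806 genes, 734 increased and 2072 decreased. Of the 812 genes in Supplementary File 2, 807 were among the 1148, and 341 of the 1148 lay outside that file. An adjusted p under 0.05 was found for 808 of the 812, and in 587 of them the 6 heat stress flasks all lay beyond all 6 control flasks. The replicate numbers are taken from the labels. Deviations of flasks with the same number from the means of their temperature correlated across 9722 genes with r = 0.451 on average, against -0.086 for different numbers, but different numbers within a flask set gave 0.564, and 32 of the 36 pairings within sets were as high as the numbered one. The numbers thus did not pair flasks beyond their set. With the replicate number as a block, 1267 genes passed (389 increased, 878 decreased), and 3945 had an adjusted p under 0.05. With flask set as a covariate the counts were 1381 and 5086. An unequal-variance t test per gene on RPKM without a log gave 813 genes, 236 increased and 577 decreased. The direction of the majority depended most on scaling between flasks, since RPKM rescaled by the median ratio gave 942 genes, 540 increased and 402 decreased. The total moved most without a limit on the ratio, to 2671. From its own test across the flasks, the paper takes 812 genes as responding to heat challenge.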

Hierarchical clustering (Fig. 1) of the 812 responsive genes segregated the samples based on environmental condition (heat vs. control) with principal component analysis (Supplementary File 3) indicating that 22 % of the variance in the data was associated with the cell incubation temperature. 

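Ward clustering of standardized log2(RPKM + 0.1) over the 812 genes of Supplementary File 2 placed 12 of 12 flasks with their own temperature when the tree was cut into 2 groups. The first principal component of the same values held 76.1% of the variance, and its scores correlated with temperature with r = 0.99 in size. The component following flask set was the second, with 8.4% of the variance. These 812 genes were chosen for their difference between the temperatures, so a separation by temperature follows in part from the choice. Over all detected genes the tree split the flasks by flask set instead, leaving 6 of 12 flasks with their own temperature. The first component there held 36.1% and followed flask set most closely (r = 0.85), and the component most correlated with temperature was the second, with 25.0% of the variance (r = 0.86). The paper reads the separation of its clusters and the variance along temperature as evidence that incubation temperature divides the samples.

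**Figure D1:**
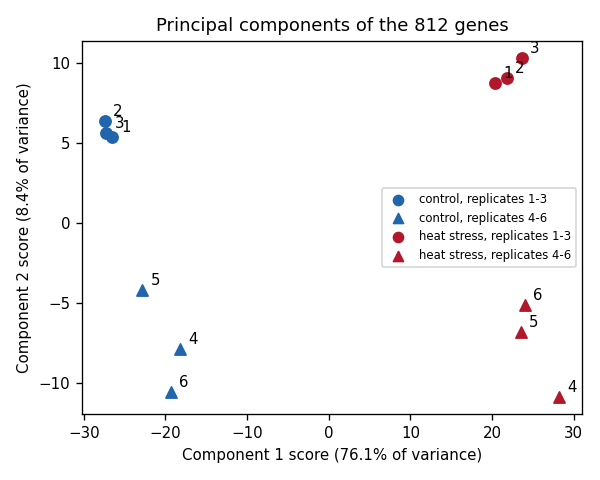
Scores of the 12 flasks on components 1 (horizontal) and 2 (vertical) of standardized log2(RPKM + 0.1) over the 812 genes, as points numbered by replicate, with blue for control, red for heat stress, circles for replicates 1 to 3 and triangles for replicates 4 to 6. The temperatures separate along component 1 (76.1% of variance) and the flask sets along component 2 (8.4%).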

For a complete list of all genes discussed in this paper, see Supplementary File 4.

**Table 1:** Transcriptome Read Depth for Each Sample Library

Library	Total Reads	Mapped Reads	Unique Reads
Control 1	26,481,906	89.9 %	95.9 %
Control 2	35,224,137	89.8 %	96.4 %
Control 3	35,841,457	90.4 %	95.8 %
Control 4	22,491,917	87.8 %	96.0 %
Control 5	17,147,757	87.3 %	96.5 %
Control 6	13,106,307	87.4 %	96.6 %
Heat stress 1	33,816,428	90.0 %	95.2 %
Heat stress 2	13,710,771	90.0 %	95.8 %
Heat stress 3	27,526,906	90.4 %	96.0 %
Heat stress 4	19,754,286	87.6 %	96.2 %
Heat stress 5	26,463,555	87.7 %	96.1 %
Heat stress 6	31,610,408	88.2 %	96.2 %

The total number of sequences from each library prepared from separate flasks of either control (37 °C) or heat stressed (43 °C) LMH cells is given in the Total Reads column. The Mapped Reads column is the percentage of these total reads that mapped to the chicken genome. The Unique Reads column is the percentage of mapped reads that only correspond to one site in the genome. Combined, this data yielded more than 25 × 10^7^ reads that mapped uniquely to the chicken genome.

**Fig. 1:**
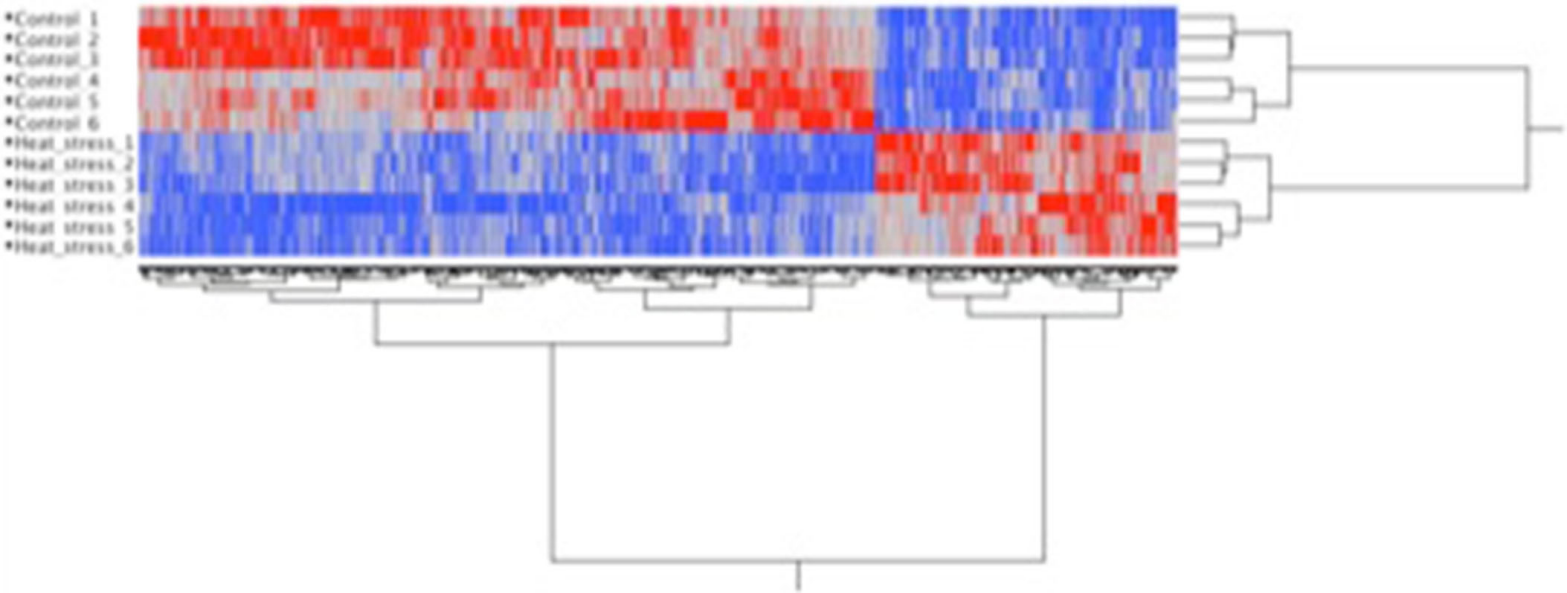
Hierarchical clustering Hierarchical cluster analysis of transcriptome data from heat challenged and control cells. Note that the control and heat stress samples cluster separately. Red corresponds to genes whose transcripts were enriched in the corresponding sample while blue corresponds to genes whose transcripts were reduced in that sample.

### Validation

Illumina RNA-seq transcriptome data was validated by quantitative RT-PCR (qRT-PCR) using ten genes, comparing expression levels between control and heat-stressed samples (Table 2). 

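The qRT-PCR values are not in the files analysed here. In the RNA-seq values, 9 of the 10 genes of Table 2 had a positive log2 difference and KLHDC2 a negative one. The largest was HSP25 (gene 428310), at 51.60 ± 17.87 RPKM in control and 8083 ± 2073 RPKM in heat stress flasks (SD, n = 6 each), a log2 difference of 7.324 (standard error 0.2538, limma adjusted p = 5.9e-09). BAG3 (4.536), DNAJA4 (3.842), CAPS2 (3.718), P4HA2 (3.670), MYCN (2.345), GABRA2 (2.277) and HMOX1 (1.334) followed in log2 difference, with limma adjusted p between 1.9e-07 for BAG3 and 0.0242 for GABRA2. KLHDC2 fell from 24.01 ± 2.63 to 18.11 ± 2.78 RPKM (SD, n = 6 each), a log2 difference of -0.411 with a limma adjusted p of 0.0339. UCP3 stood at 0.518 ± 0.275 RPKM in control and 0.572 ± 0.184 RPKM in heat stress flasks (SD, n = 6 each). Its log2 difference of 0.215 was not distinguishable from the spread between flasks (limma adjusted p = 0.6619), and it was lower in the heat stress flask in 4 of 6 pairs of the same number. CAPS2 moved most in size, to 2.740 with a pseudocount of 1. UCP3 fell to 0.014 without control replicate 3, and rescaling RPKM by the median ratio took KLHDC2 to -0.239 (adjusted p = 0.1868). The paper compares the sign of the RNA-seq change with that of the qRT-PCR change gene by gene. It takes the matching signs, together with the R-squared between both kinds of values, as support for the RNA-seq data.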

Although the absolute fold changes differed between qRT-PCR and RNA-seq, the direction of change was concordant for each gene. Plotting the qRT-PCR delta Ct values (difference between heat stress and control Ct values) versus the Log_2_RPKM for the genes yielded an *R*^2^ value of 0.90 (Fig. 2), which is consistent with other studies comparing correlations between RNA-seq and qRT-PCR studies (Core et al. 2008; Nagalakshmi et al. 2008; Camarena et al. 2010; Feng et al. 2010).

**Table 2:** Gene symbols and primers used for qRT-PCR validation of RNA seq dat

Gene	Primer (5′- > 3′)
BAG3_R	GATGGGAGTTGAGGGCTGTA
BAG3_F	TACCATCAGGCCCAGAAGAC
CAPS2_R	CCCCATGGGTTCCTTAAGAT
CAPS2_F	GGCAGGCAAAGCTACAGAAG
DNAJA4_R	TCTATTCATTCGGCCTCCAC
DNAJA4_F	GAAGTACCACCCCGACAAGA
GABRA2_R	TGAATTTCGAGCACTGATGC
GABRA2_F	GGCCAAACAATTGGAAAAGA
HMOX1_R	GACGCCGTGACCAGCTTGAAC
HMOX1_F	GCCACCAAGGAGGTGCACGA
HSP25_R	GGCGAAGTTCTTCACATCCT
HSP25_F	CACGCAGAGACCATCTTCAG
KLHDC2_R	GACGCCTTGTGCCATTATTT
KLHDC2_F	GCTCATGCGTGTGCTACAGT
MYCN_R	TTGGTTGGATCATGGGTTTT
MYCN_F	ACCACTTTTCCATCGGTCAG
P4HA2_R	CTGTGATCTGCTGCATTCGT
P4HA2_F	AACAACTGGCCAAACCAAAG
UCP3_R	GAACGACAAAGGTTGGCAGT
UCP3_F	CGGGATTTGATTCTGTGCTT

**Fig. 2:**
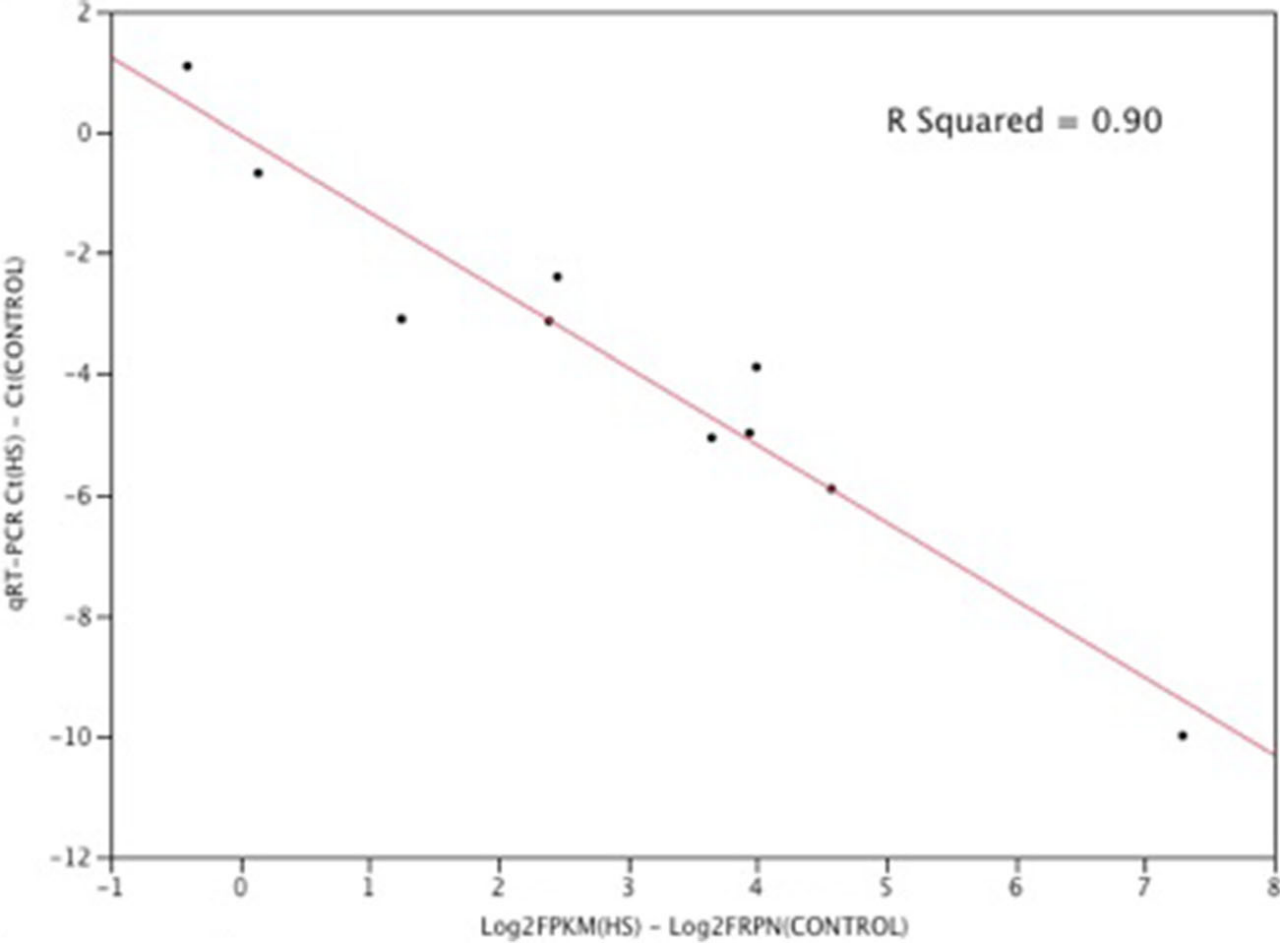
Relationship between RNA-seq and qRT-PCR R-squared analysis of the fold difference relationship between heat challenged and control levels in the expression of 10 genes as determined by transcriptome analysis (X-axis) and quantitative reverse transcriptase PCR (Y-axis).

### Heat shock factors

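Mean RPKM in control flasks was 46.15 ± 7.80 for HSF2, 8.96 ± 0.63 for HSF3, 0.083 ± 0.057 for HSF4 and 0.458 ± 0.082 for HSF5 (SD, n = 6 each). In heat stress flasks it was 32.76 ± 7.74, 10.70 ± 0.79, 0.107 ± 0.111 and 0.313 ± 0.029, in the same order. Single flasks of HSF4 ranged from 0 to 0.17 RPKM in control and from 0 to 0.29 RPKM in heat stress, so it sat at the detection limit of 0.1 RPKM.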

Four heat shock factors (HSFs), HSF2, HSF3, HSF4, and HSF5, were detectably expressed in the LMH cells (Table 3). HSF2 and HSF3 transcripts were 30–100-fold more abundant than HSF4 and HSF5 although no HSF showed a significant change in expression as a function of temperature (Table 3). 

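From mean RPKM in control flasks, HSF2 was 553.8-fold above HSF4 and 100.7-fold above HSF5, and HSF3 was 107.5-fold above HSF4 and 19.55-fold above HSF5. The corresponding ratios in heat stress flasks were 307.1, 104.6, 100.3 and 34.15. HSF2 had a log2 difference of -0.510 (limma adjusted p = 0.0455), with 4 of 6 heat stress flasks below all control flasks. HSF5 had a log2 difference of -0.424 (limma adjusted p = 0.0194), with 5 of 6 heat stress flasks below all control flasks. HSF3 rose by 0.253 (limma adjusted p = 0.0615), and HSF4 by 0.064 (limma adjusted p = 0.9173). All 4 changes are small next to those of the chaperones. In size HSF5 moved most, to -0.150 with a pseudocount of 1 (adjusted p = 0.1157). After median-ratio rescaling the adjusted p was 0.2223 for HSF2, 0.0780 for HSF5 and 0.0110 for HSF3. With flask set as a covariate it was 0.0025, 0.0042 and 0.0049 in the same order. The paper gives the RPKM values at the 2 temperatures in Table 3 and reports that none of the HSFs changed significantly with temperature. Its list uses an unadjusted p under 0.01 and holds no log2 ratio of means below 0.8 in size. HSF2 (-0.494) and HSF5 (-0.549) do not reach that ratio.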

In the chicken, HSF1 is not yet mapped to a specific chromosome, and for this reason, we do not have a determined RPKM level for HSF1. However, inspection of the unmapped sequence reads by BLAST identifies chicken HSF1 in the LMH transcriptome. Hence, all five known HSFs are expressed in this cell line.

**Table 3:** RPKM values for Heat Shock Factor (HSF) transcription regulatory genes

Heat Shock Factor	RPKM Control	RPKM Heat Stress
HSF2	46.2	32.8
HSF3	8.9	10.7
HSF4	0.1	0.1
HSF5	0.5	0.3

### Chaperones, heat shock protein, and DNAJ genes

A major function of many heat shock inducible gene products is to serve as protein chaperones, assisting in folding of nascent proteins and inhibiting protein aggregation (Lindquist and Craig 1988; Hightower 1991; Moseley 1997). Fifteen genes encoding chaperones were modulated by heat stress (Table 4). 

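All 15 genes of Table 4 passed a limma adjusted p of 0.05, 13 raised and 2 lowered, and in each of the 15 the 6 heat stress flasks lay beyond all 6 control flasks (exact permutation p = 0.0022 for each, the smallest possible). The largest adjusted p was 0.0057, for DNAJC17. All 15 were among the 812 genes chosen for a difference in these same flasks, so passing follows largely from that choice. In RPKM, HSPA2 (gene 423504) rose from 161.0 ± 44.6 to 10237 ± 3518 and HSPA8 (gene 395853) from 1842 ± 509 to 7249 ± 663 (SD, n = 6 each). HSP90AA1 rose from 205.3 ± 27.2 to 1369 ± 212, HSPA5 from 315.5 ± 71.5 to 1710 ± 456 and HSP90B1 from 357.5 ± 30.3 to 1273 ± 61 RPKM. In mean RPKM, HSPB8 rose 36.0-fold, SERPINH1 8.22-fold, HSPH1 7.77-fold, DNAJA1 3.16-fold and HSPA4 3.05-fold. The pseudocount moved a low gene most, since SERPINH1 (0.293 RPKM in control) went from a log2 difference of 2.758 to 1.403 with a pseudocount of 1. On these changes the paper bases its statement that chaperone genes are modulated by heat stress.

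**Figure D2:**
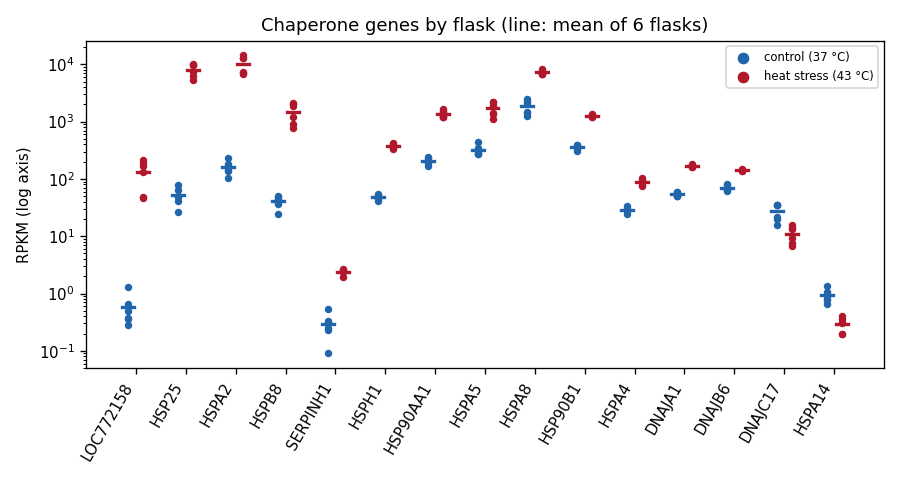
RPKM of the 15 chaperone genes of Table 4 (log axis), with a point per flask and a line at the mean of 6 flasks, blue for control and red for heat stress. For every gene the red and blue points do not overlap, with 13 genes higher and 2 lower in heat stress.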

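LOC772158 stood at 0.580 ± 0.386 RPKM in control and 132.5 ± 71.4 RPKM in heat stress flasks (SD, n = 6 each), a 228.5-fold ratio of means. The log2 difference was 7.518 (standard error 0.451, limma adjusted p = 7.5e-07). At such a low control value the log2 difference fell to 6.194 with a pseudocount of 1. DNAJB6, the least induced of the raised chaperones, went from 69.69 ± 7.27 to 142.3 ± 5.7 RPKM (SD, n = 6 each), a 2.04-fold ratio of means and a log2 difference of 1.035 (limma adjusted p = 2.7e-05). LOC772158 also had the largest log2 difference among the named genes in the main fit, ahead of HSP25 at 7.324. With a pseudocount of 1 this order was reversed, as HSP25 was at 7.296.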

The greatest induction was observed for LOC772158, a heat shock protein 30 (HSP30) like gene product (223-fold), while the least was DNAJB6 (2-fold). Two genes encoding products classified as chaperones, HSPA14 and DNAJC17, exhibited reduced expression following heat treatment.

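HSPA14 decreased from 0.930 ± 0.249 to 0.298 ± 0.083 RPKM and DNAJC17 from 27.18 ± 8.99 to 11.10 ± 3.66 RPKM (SD, n = 6 each). The log2 differences were -1.365 (standard error 0.183, limma adjusted p = 3.9e-04) and -1.282 (standard error 0.270, limma adjusted p = 0.0057), and for both genes all 6 heat stress flasks lay below all control flasks. A pseudocount of 1 brought HSPA14 to -0.565, while rescaling moved DNAJC17 to -1.110. The paper reports both as chaperones with reduced expression.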

**Table 4:** Fold change for Chaperone gene products

Entrez Gene ID	Symbol	Fold Change Heat Stress
772158	LOC772158	223
428310	HSP25	157.5
423504	HSPA2	64
416988	HSPB8	36.7
396228	SERPINH1	8.6
418917	HSPH1	8
423463	HSP90AA1	6.5
396487	HSPA5	5.3
395853	HSPA8	4
374163	HSP90B1	3.5
416339	HSPA4	3
427376	DNAJA1	3
420448	DNAJB6	2
770519	DNAJC17	0.4
418802	HSPA14	0.3

Fold change for Chaperone gene products as determined by: (Mean RPKM(43oC) ÷ Mean RPKM (37 °C))

DAVID functional enrichment analysis (Huang et al. 2009) of gene transcripts elevated by heat stress provided an overview of processes affected by hyperthermia. The functional groupings included Chaperone, Unfolded Protein Binding, Endoplasmic Reticulum, Protein Kinase Activity, and Regulation of Transcription. eGIFT (Tudor et al. 2010) identifies informative terms (iTerms) for individual genes using text-mining approaches. Because iTerms are not limited to ontology terms, iTerms can provide a finer grained interpretation of gene lists than GO ontology analysis (Table 5). 

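The genes that Table 5 lists under its iTerms were all higher in heat stress flasks. They are among the 812 genes chosen in these flasks, so this and their adjusted p follow largely from the choice. Under molecular chaperones, 12 of 12 genes were raised with a limma adjusted p under 0.05, with a median log2 difference of 2.576 and a range from 1.035 (DNAJB6) to 7.324 (HSP25). The 11 genes under stress had a median of 2.733, down to 0.837 for ATF4. For secretion, all 16 genes were raised (median 1.266, from 0.708 for AMH to 3.718 for CAPS2), and for apoptosis all 14 (median 1.116, from 0.820 for KLF5 to 7.324 for HSP25). Adjusted p was highest for E2F7 (0.0325) and AMH (0.0264), and both rose above 0.05 in some fits that left out a flask. Of the genes named here CAPS2 moved most, to 2.740 with a pseudocount of 1. The iTerm assignments themselves come from text mining and cannot be recomputed from RPKM. From the terms shared by these raised genes, the paper reads a response in functions known from heat stress.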

The majority of iTerms refer to processes and functions typically modulated during heat stress including molecular chaperones, co-chaperone, endoplasmic reticulum (ER), secretion, and apoptosis. Many of the gene products in these groups are chaperones that assist in proper protein folding.

**Table 5:** iTERMS for gene significantly up-regulated by heat stress

iTERM	Gene symbols
SECRETION	HSP90B1, SFRP1, HSPA5, CYR61, NTNG1, WNT4, CAPS2, AMH, ABHD5, MYOC, SERPINH1, CTGF, CBLN1, SYT4, INHBA, ABCC2
APOPTOSIS	HSPA5, BAG3, HSPA4, LARP6, TIMP3, E2F7, HSP90AA1,KLF5, HSP25, ATF4, HSPH1, MAP3K5, TSC22D1, SQSTM1
TRANSCRIPTION FACTOR	ATF4, NFYA, RFX2, JDP2, NHLH1, CREM, PLAG1, TMEM173, NFYA, KLF5, KAT2A, SIK1, KLF6, NR0B1, TSC22D1
MOLECULAR CHAPERONES	HSP90B1, HSPA5, HSPA2, HSPA4, HSPA8, DNAJA1, HSP90AA1, SERPINH1, HSP25, HSPH1, DNAJB6, HSPB8
STRESS	HSP90B1, HSPA5, BAG3, HSP90AA1, SERPINH1 HSPA2, HSPA4, HSPA8, HSP25, ATF4, HSPH1

### Collagen scaffold

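All 6 genes had a higher mean in heat stress flasks. SERPINH1 rose from 0.293 ± 0.148 to 2.412 ± 0.269 RPKM and CYR61 from 5.355 ± 2.248 to 11.85 ± 2.26 RPKM (SD, n = 6 each). LARP6 rose 2.27-fold, TIMP3 1.80-fold, DDR2 2.60-fold and CTGF 2.01-fold in mean RPKM. The log2 differences ran from 0.867 for TIMP3 to 2.758 for SERPINH1, with limma adjusted p from 1.8e-05 (SERPINH1) to 0.0179 (CTGF). All 6 heat stress flasks lay above all control flasks for SERPINH1, TIMP3, DDR2 and CTGF, against 5 of 6 for LARP6 and CYR61. A pseudocount of 1 reduced SERPINH1 to 1.403. The paper groups the 6 genes by their roles in the collagen scaffold and describes them as elevated by heat stress.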

Six gene products affecting the collagen scaffold were elevated by heat stress: serpin peptidase inhibitor 1 (SERPINH1); La ribonucleoprotein domain family, member 6 (LARP6); TIMP metallopeptidase inhibitor 3 (TIMP3); discoidin domain receptor tyrosine kinase 2 (DDR2); connective tissue growth factor (CTGF); and cysteine-rich, angiogenic inducer, 61 (CYR61). SERPINH1 is a molecular chaperone responsible for proper folding and secretion of collagen (Kurkinen et al. 1984; Nagata et al. 1986; Cates et al. 1987) while LARP6 is a La ribonucleoprotein domain family member that binds the 5′ noncoding region of the collagen mRNA and directs collagen protein synthesis to discrete locations within the endoplasmic reticulum (Cai et al. 2010a, 2010b). TIMP3 (Pavloff et al. 1992) plays a role in the extracellular stabilization of collagen matrices by inhibiting metalloproteases (Leco et al. 2001), while DDR2 functions as a collagen receptor and plays an important role in suppressing liver fibrosis (Olaso et al. 2011). Finally, both CTGF and CYR61 are growth factors that, among other things, promote synthesis and deposition of collagen (Duncan et al. 1999; Brigstock 2002).

### Transcription factors

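ATF4 (gene 395693) rose from 193.6 ± 24.5 to 344.1 ± 18.7 RPKM and NFYA (gene 419917) from 22.36 ± 3.48 to 47.13 ± 4.12 RPKM (SD, n = 6 each). In log2 difference this was 0.837 (standard error 0.102, limma adjusted p = 2.1e-04) and 1.080 (standard error 0.114, limma adjusted p = 8.2e-05). Every heat stress flask exceeded every control flask for both genes, and the effect was positive in both flask sets (ATF4 1.005 and 0.668, NFYA 1.086 and 1.075). With rescaled RPKM the differences were 1.010 and 1.253. Citing their known link between ER stress and transcription, the paper names both as positively regulated.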

Several transcription factors were positively regulated by heat stress, two of which, activating transcription factor 4 (ATF4) and nuclear transcription factor A (NFYA), are known to couple ER stress to transcriptional regulation. Also enriched was the transcription factor E2F7 that regulates the cell cycle, with elevated E2F7 expression causing arrest in G2 phase (de Bruin et al. 2003). 

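E2F7 went from 7.58 ± 2.42 RPKM in control to 13.25 ± 2.80 RPKM in heat stress flasks (SD, n = 6 each). The log2 difference was 0.845 (standard error 0.255, limma adjusted p = 0.0325), with 5 of 6 heat stress flasks above all control flasks. Leaving out control replicate 6 gave 0.630, the largest shift of any alternative, and adjusted p passed 0.05 in 6 of the 12 fits that left out a flask. The paper describes E2F7 as enriched and recalls that elevated E2F7 arrests cells in G2.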

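The 14 genes that Table 5 lists as transcription factors were all raised with a limma adjusted p under 0.05, at a median log2 difference of 1.123. They ranged from 0.817 for TMEM173 to 2.648 for KAT2A, and in 12 of the 14 all heat stress flasks lay above all control flasks. NR0B1 had the highest adjusted p, 0.0173. After median-ratio rescaling all 14 remained raised, with a median of 1.294. All 14 belong to the 812 genes, so their passing is no separate evidence.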

Fourteen other genes whose products regulate transcription showed a significant increase in expression when LMH cells were heat-stressed (Table 5). Salt-inducible kinase 1 (SIK1) responds to osmotic stress (Wang et al. 1999; Sjostrom et al. 2007), TSC22 domain family, member 1 (TSC22D1) is induced by TGFß (Kester et al. 1999), transmembrane protein 173 (TMEM173) responds to viral infection (Ishikawa et al. 2009), and regulatory factor X (RFX2) is involved in testes development (Horvath et al. 2004; Wolfe et al. 2004), but none of these have previously been shown to be heat responsive. 

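SIK1 rose from 22.57 ± 5.56 to 54.72 ± 15.01 RPKM and TSC22D1 from 15.01 ± 3.34 to 26.73 ± 6.22 RPKM (SD, n = 6 each). TMEM173 rose from 1.277 ± 0.236 to 2.357 ± 0.563 RPKM, and RFX2 from 0.708 ± 0.241 to 2.605 ± 0.622 RPKM. The limma adjusted p was 0.0014 for SIK1, 0.0080 for TSC22D1, 0.0069 for TMEM173 and 4.8e-04 for RFX2. RFX2 moved most between settings, from a log2 difference of 1.775 to 1.071 with a pseudocount of 1. The paper reports these genes as raised and adds that earlier work had not linked them to heat.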

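KLF5 rose from 34.79 ± 1.52 to 62.87 ± 14.69 RPKM and KLF6 from 22.44 ± 6.75 to 53.02 ± 13.32 RPKM (SD, n = 6 each). Their log2 differences were 0.820 (limma adjusted p = 0.0021) and 1.246 (limma adjusted p = 0.0011), and all 6 heat stress flasks exceeded all 6 control flasks for each. Rescaled values gave 0.993 and 1.418.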

Two members of the Kruppel-like transcription factor family, KLF5 and KLF6, also responded to heat stress in these experiments. To date, only KLF4 has been shown to be induced by heat stress (Liu et al. 2006); in our experiments, KLF4 expression was not detected in LMH cells. Perhaps the paralogous KLF5 and KLF6 gene products replace KLF4 function in LMH cells. Six additional transcription regulatory genes were enriched by heat challenge that have not, to our knowledge, been previously implicated in heat stress response including cAMP responsive element modulator (CREM), v-myc related oncogene, neuroblastoma derived (MYCN), nescient helix loop helix 1 (NHLH1), nuclear receptor subfamily 0, group B, member 1 (NR0B1), pleiomorphic adenoma gene 1 (PLAG1), and Scm-like with four MBT domains protein 1 (SFMBT1).

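In mean RPKM, CREM increased 2.04-fold, MYCN 5.25-fold, NR0B1 2.04-fold, PLAG1 2.28-fold and SFMBT1 1.96-fold. NHLH1 went from 0.023 ± 0.037 to 0.495 ± 0.147 RPKM (SD, n = 6 each), so its control value lay below the detection limit. The limma adjusted p ran from 3.1e-05 (NHLH1) to 0.0173 (NR0B1). NR0B1 differed between the flask sets, with a log2 difference of 1.879 in set 1 and 0.178 in set 2 (limma interaction adjusted p = 0.0271), and 4 of 6 heat stress flasks exceeded all control flasks. For the other 5 genes all 6 did. With a pseudocount of 0.01 the log2 difference of NHLH1 changed from 2.283 to 4.613. The paper lists the 6 genes as transcription regulators not earlier implicated in the response.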

### Chromatin modification

Four gene products that were upregulated by heat stress control transcription by chromatin modification. 

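KAT2A rose from 19.08 ± 1.72 to 125.5 ± 41.6 RPKM, JDP2 from 14.11 ± 2.12 to 50.29 ± 11.04 RPKM, JMJD6 from 9.10 ± 2.21 to 16.75 ± 3.39 RPKM and SFMBT1 from 1.672 ± 0.270 to 3.275 ± 0.640 RPKM (SD, n = 6 each). The log2 differences were 2.648, 1.811, 0.886 and 0.922, with limma adjusted p of 7.1e-06, 2.3e-05, 0.0053 and 9.8e-04. No heat stress flask overlapped the control range for any of them. SFMBT1 shifted most, to 0.671 with a pseudocount of 1. Because these products modify chromatin, the paper counts them as control of transcription by chromatin modification.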

K(lysine) acetyltransferase 2A (KAT2A) promotes histone acetylation (Nagy and Tora 2007), while Jun dimerization protein 2 (JDP2) inhibits (Jin et al. 2006) histone acetylation, jumonji domain containing 6 (JMJD6) is responsible for demethylation of HIS3 at arginine residues (Chang et al. 2007), and SFMBT1 is a member of the polycomb protein family that inhibits transcription by altering chromatin localization (Alfieri et al. 2013). Another four genes controlling epigenetic modulation are downregulated by heat stress: chromatin assembly factor 1, subunit B (CHAF1B); ubiquitin-like with PHD and ring finger domains 1 (UHRF1); DNA (cytosine-5-)-methyltransferase 3 beta (DNMT3B); and enhancer of zeste homolog 2 (EZH2). 

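EZH2 fell from 52.89 ± 5.69 to 19.59 ± 4.24 RPKM, DNMT3B from 11.86 ± 2.61 to 5.83 ± 2.12 RPKM, UHRF1 from 35.59 ± 9.65 to 18.33 ± 3.35 RPKM and CHAF1B from 17.85 ± 4.27 to 10.13 ± 1.73 RPKM (SD, n = 6 each). The log2 differences were -1.448, -1.054, -0.922 and -0.787, with limma adjusted p of 5.8e-05, 0.0077, 0.0092 and 0.0155. Separation between flasks was complete only for EZH2 (6 of 6 heat stress flasks below all controls), against 5 for DNMT3B, 3 for UHRF1 and 1 for CHAF1B. In CHAF1B the control flask of replicate 6 was at 9.56 RPKM. Rescaled RPKM weakened all 4 but kept an adjusted p under 0.05, with CHAF1B at -0.615 (adjusted p = 0.0433). The paper lists these 4 lowered genes beside the 4 raised ones as regulators of epigenetic modulation.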

CHAF1B (Nabatiyan and Krude 2004), UHRF1 (Hashimoto et al. 2009), and DNMT3B (Wang et al. 2007) function in maintaining DNA methylation and silencing genes through incorporation of DNA into heterochromatin. EZH2 is a polycomb family member that is responsible for silencing genes during development by trimethylation of Histone H3 (Rajasekhar and Begemann 2007).

The different transcription factors and chromatin modifiers whose transcripts were affected by heat stress suggest a complex interplay between transcription activators, repressors, and epigenetic modifications in response to heat challenge. For example, KLF5 is a strong transcriptional activator typically expressed in proliferating cells of the gastrointestinal track that plays a role in suppressing apoptosis (Sun et al. 2001). In contrast, NR0B1 functions as a transcriptional repressor, possibly affecting the large number of genes whose expression is suppressed by heat stress in the LMH cells. At least eight genes affected by heat stress (up regulated or downregulated) modulate transcription by epigenetic mechanisms and could play an important role in both short- and long-term responses to heat. These epigenetic regulators control different types of modifications including DNA methylation, histone acetylation, and histone methylation. Exposure of chicken embryos to elevated temperatures during embryonic development improves the ability of the hatched bird to tolerate heat stress (Wang and Edens 1998; Pavani and Piestun 2008; Piestun et al. 2008, 2009; Willemsen et al. 2010; Al-Zhgoul et al. 2013). Conceivably, the epigenetic regulators identified in this study could be involved in inducing the tolerance phenomena.

### Signaling pathways

Two signal transduction cascades appear to be affected by heat stress: TGFß (Massague 1990; Lawrence 1996) and WNT (Clevers 2006). Five genes affecting the TGFß pathway were induced by heat stress, three of which, SMAD family member 6 (SMAD6), Endoglin (ENG), and TSC22 domain family, member 1 (TSC22D1), modulate signaling by direct interactions with components of the TGFß1 pathway. 

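SMAD6 rose from 5.73 ± 0.95 to 13.43 ± 4.34 RPKM, TSC22D1 from 15.01 ± 3.34 to 26.73 ± 6.22 RPKM and ENG from 0.097 ± 0.071 to 0.342 ± 0.090 RPKM (SD, n = 6 each). The limma adjusted p was 0.0027, 0.0080 and 0.0040, and all 6 heat stress flasks were above all control flasks for the 3 genes. ENG was expressed at a low level, and its log2 difference of 1.226 became 0.291 with a pseudocount of 1. From the known interactions of their products with the TGFß1 pathway, the paper proposes an effect of heat on TGFß signaling.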

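TGFB2 was 0.288 ± 0.155 RPKM in control and 0.585 ± 0.174 RPKM in heat stress flasks (SD, n = 6 each), a log2 difference of 0.873 (limma adjusted p = 0.0294, exact permutation p = 0.0195) with 3 of 6 heat stress flasks above all controls. TGFB3 was 46.74 ± 4.08 and 51.64 ± 5.76 RPKM, a log2 difference of 0.140 (limma adjusted p = 0.3666). A pseudocount of 1 reduced TGFB2 to 0.300. From the ligand values, the paper reports that it detected no change in ligand levels.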

No changes were detected in the level of TGFß ligands as a function of heat stress. However, only ligands TGFB2 and TGFB3 have been identified in the chicken genome; consequently, our current analysis only quantifies expression of those two genes. The expression data for the TGFß receptors, TGFBR1 and TGFBR2, are conflicting, with the level of TGFBR1 elevated (mean control, 45 RPKM; mean heat-treated, 65 RPKM), but TGFBR2 decreased by heat shock (mean control, 0.13 RPKM; mean heat-treated, undetected). 

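TGFBR1 stood at 44.96 ± 8.69 RPKM in control and 64.81 ± 16.08 RPKM in heat stress flasks (SD, n = 6 each). Its log2 difference of 0.512 had a limma adjusted p of 0.0629 and an exact permutation p of 0.0433, and 3 of 6 heat stress flasks exceeded all control flasks. TGFBR2 had 0.130 ± 0.062 RPKM in control and 0.033 ± 0.037 RPKM in heat stress, with single heat stress flasks between 0 and 0.07 RPKM and a log2 difference of -0.791 (limma adjusted p = 0.0219). TGFBR1 was raised in 6 of 6 replicate-number pairs, and its adjusted p was 0.0048 with the replicate number as a block and 1.2e-04 with flask set as a covariate. After rescaling it had a log2 difference of 0.685 and an adjusted p of 0.0149. With a pseudocount of 0.01, TGFBR2 moved to -2.217, and with a pseudocount of 1 to -0.128 (limma adjusted p = 0.1839). With the per-gene t test on RPKM its adjusted p was 0.0543. The paper calls the receptor data conflicting because one receptor rises and the other falls.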

One WNT ligand, WNT4, was increased threefold by heat treatment. 

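WNT4 rose from 0.152 ± 0.092 to 0.482 ± 0.072 RPKM (SD, n = 6 each), a 3.18-fold ratio of means. The log2 difference was 1.290 (standard error 0.234, limma adjusted p = 0.0025), and all 6 heat stress flasks lay above all control flasks. It depended strongly on the pseudocount, reaching only 0.366 with a pseudocount of 1.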

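SP5 rose from 4.30 ± 0.86 to 7.75 ± 0.84 RPKM, SOX7 from 0.148 ± 0.105 to 0.392 ± 0.092 RPKM, DACT1 from 0.142 ± 0.060 to 0.280 ± 0.013 RPKM and SFRP1 from 0.033 ± 0.031 to 0.167 ± 0.076 RPKM (SD, n = 6 each). Their limma adjusted p was 0.0016, 0.0065, 0.0096 and 0.0062. Heat stress flasks above all controls numbered 6 for SP5 and DACT1, 5 for SFRP1 and 3 for SOX7. Apart from SP5 the genes were near the detection limit, and with a pseudocount of 1 the adjusted p was 0.0749 for DACT1 and 0.0827 for SFRP1. SFRP1 moved most, from a log2 difference of 0.982 to 2.342 with a pseudocount of 0.01. The paper describes them as inhibitors of the WNT pathway and as elevated by heat.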

An additional four other genes that were elevated by heat stress, Sp5 transcription factor (SP5), secreted frizzled-related protein 1 (SFRP1), dapper, antagonist of beta-catenin (DACT1), and sex determining region Y–box7 (SOX7), inhibit the WNT pathway, either by interfering with intracellular signaling or by blocking canonical WNT-mediated transcription activation (Cavallo et al. 1998; Uren et al. 2000; Takash et al. 2001; Zhang et al. 2006; Fujimura et al. 2007).

The increased expression of SMAD6, KLF6, and CTGF suggests that the TGFß pathway was activated during heat stress. 

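SMAD6 rose 2.35-fold, KLF6 2.36-fold and CTGF 2.01-fold in mean RPKM, with limma adjusted p of 0.0027, 0.0011 and 0.0179. All 6 heat stress flasks exceeded all 6 control flasks for each gene. The log2 differences within flask sets 1 and 2 were 1.407 and 0.925 for SMAD6, 1.369 and 1.123 for KLF6 and 0.819 and 1.225 for CTGF. CTGF went from 1.022 to 0.724 with a pseudocount of 1. From these 3 rises the paper proposes that the TGFß pathway was activated.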

This could be achieved, even in the absence of increased TGFß ligand, by the increase in TGFßR1 receptor expression. Elevated expression of this receptor might increase the sensitivity of cells to existing ligand levels. Increased signaling through the TGFß pathway inhibits apoptosis and improves cell survival during hyperthermia (Jia and Souchelnytskyi 2011). The WNT pathway typically promotes cellular growth. One WNT ligand, WNT4, was upregulated by hyperthermia, and this ligand functions as an antagonist of the canonical WNT signaling pathway. The remainder of the heat-induced genes affecting the WNT pathway typically inhibit WNT signaling. 

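DNAJB6 was higher in every heat stress flask (135.5 to 151.8 RPKM) than in any control flask (62.12 to 80.07 RPKM), with a log2 difference of 1.035 and a limma adjusted p of 2.7e-05. Rescaled RPKM gave 1.207. The paper adds this rise to its account of WNT inhibition.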

In addition, the chaperone encoded by the *DNAJB6* gene has recently been shown to inhibit the canonical WNT signaling pathway (Mitra et al. 2010), and DNAJB6 was induced in the LMH cells by heat stress. The cumulative effect of heat stress on the TGFß and WNT pathways appears to be promoting cell survival during heat stress by inhibiting apoptosis (TGFß) and suppressing proliferation (WNT inhibition).

### DNA repair and replication

DAVID functional enrichment analysis classified transcripts enriched in control cells into two groups: DNA replication and DNA repair. 

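In the groups of Table 6 described here, all genes were lower in heat stress flasks. This follows largely from their choice, since all are among the 812 genes selected in the same flasks. Under DNA replication, 10 genes had a median log2 difference of -0.940, from -2.019 for PIF1 to -0.600 for RASGRF1, and under DNA damage 15 genes had a median of -0.933. The 22 genes under mitosis had a median of -1.001 with TACC3 lowest at -1.421, and the 10 under chromosome had one of -0.949. Every gene of these groups had a limma adjusted p under 0.05, the highest being 0.0227. Rescaling brought the median for DNA replication to -0.768 and that for mitosis to -0.836, and 21 of the 22 mitosis genes kept an adjusted p under 0.05. With a pseudocount of 1, PIF1 moved most, to -1.133. By linking these genes through shared iTerms, the paper extends its list to chromosomal segregation and telomeric function.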

Characterizing this gene list with eGIFT iTerms supported the DAVID analysis (Table 6 and Fig. 3) and extended it to identify genes involved in chromosomal segregation and telomeric function. 

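PLK1 fell from 71.00 ± 15.02 to 30.94 ± 8.12 RPKM, SLK from 12.99 ± 2.17 to 6.19 ± 1.09 RPKM, DBF4B from 6.00 ± 1.49 to 2.64 ± 0.44 RPKM and ORC2, listed in the files under the symbol ORC2L, from 7.94 ± 1.1 to 4.34 ± 1.1 RPKM (SD, n = 6 each). The log2 differences were -1.217, -1.058, -1.137 and -0.888, with limma adjusted p of 0.0023, 5.3e-04, 9.0e-04 and 0.0049. All 6 heat stress flasks were below all 6 control flasks in each case. With a pseudocount of 1, DBF4B was at -0.927. The paper reasons that reduced expression of these genes may slow the cell cycle.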

Some of these downregulated genes control the onset of S phase, including origin recognition complex, subunit 2 (ORC2), polo-like kinase 1 (PLK1), STE20-like kinase (SLK), and DBF4 homolog B (DBF4B), and decreased expression of these genes may slow the cell cycle. For example, the kinase PLK1 plays an important role in regulating mitotic entry, spindle formation, and cytokinesis (Lenart et al. 2007; Takaki et al. 2008) and PLK1 knockdown in non-transformed diploid cells prolongs S phase (Lei and Erikson 2008).

**Table 6:** iTERMS for genes significantly down-regulated by heat stress

iTERM	Gene symbols
MITOSIS	RASGRF1, TNKS, KIF11, RCC2, RAD21, RAD50 , PCNT, TUBA3E, TACC3, CDC14B, PAPD4, PLK1 TLK1, CDC20, KIF4A, DBF4B, CLIP1, ORC2L, CHAF1B, RAD17, SLK, NEDD9
DNA DAMAGE	RASGRF1, FANCI, RAD21, ERCC3, RAD50, UIMC1 PLK1, PPP6C, DBF4B, TDG, TDP1, CHAF1B, RAD17, UHRF1, CCDC98
MICROTUBULES	CKAP4, KIF11, RAD21, PCNT, TUBA3E, TACC3, GTSE1, PLK1, RANBP10, CDC20, KIF4A, CHFR, CLIP1, SLK
APOPTOSIS	MAP2K4, CKAP4, KIF11, FAF1, BAG1, HIP1R, IKBKB, PLK1, HIP1, SLK, NEDD9
SPINDLE	KIF11, RCC2, RAD21, PCNT, TUBA3E, CDC14B, PLK1, EWSR1, KIF4A, DBF4B, CLIP1
ACTIN CYTOSKELETON	TECR, CLIP1, TUBA3E, SLK, HIP1R, RHOC, MYO6 HIP1, MAGI2, DOCK1
CHROMOSOME	TNKS, RAD21, RAD50, PCNT, ASPM, EWSR1, CDC20, TECR, ORC2L, RAD17
DNA REPLICATION	RASGRF1, RAD21, TECR, DBF4B, ORC2L, TDP1, CHAF1B, UHRF1, RAD17, PIF1
ENDOPLASMIC RETICULUM	LEPRE1, STIM1, RTN1, PTGES2, CYB5R4, PCSK7, MBTPS2, SCFD1, ALG1, ORAI1

**Fig. 3:**
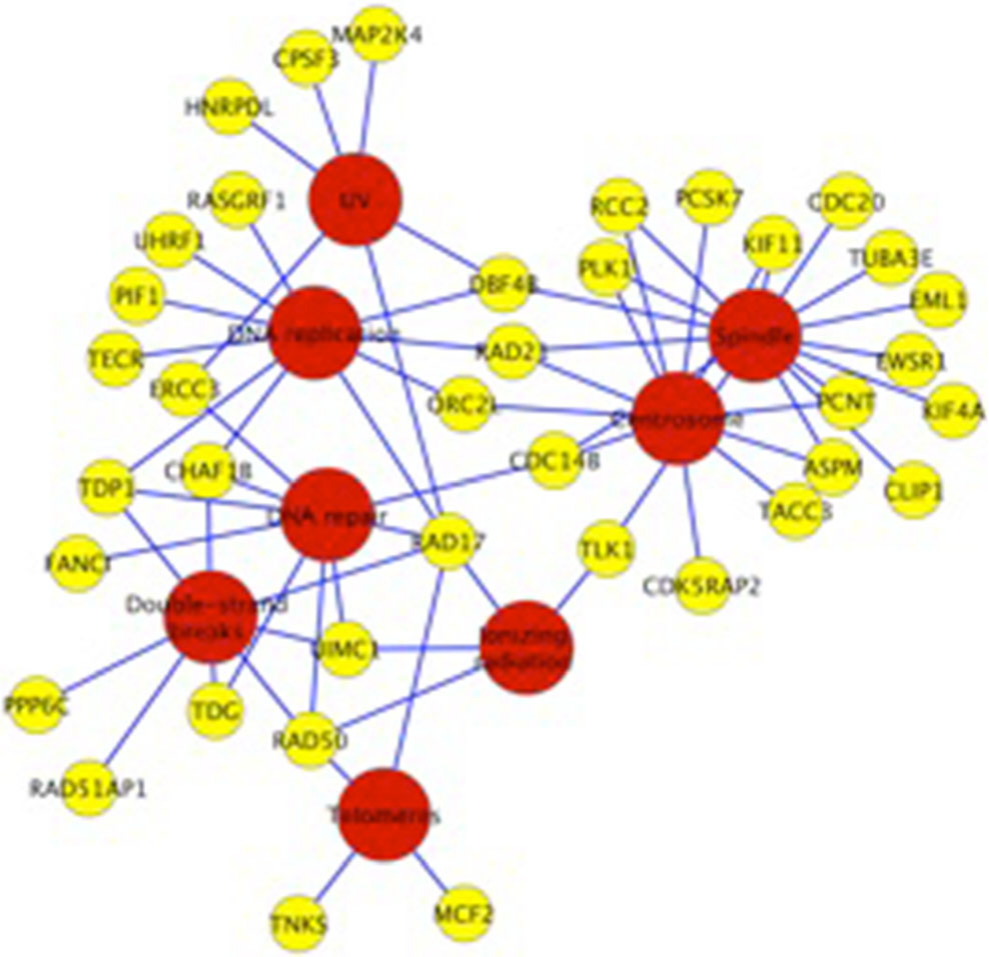
Functional network of selected down-regulated genes. Genes down-regulated by heat stress and associated iTerms affecting DNA replication and repair processes. The *yellow* nodes correspond to gene products and the red nodes refer to iTerms associated with those gene products.

This study identified several genes affecting DNA repair and replication that are downregulated by heat stress. 

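RAD17 decreased from 8.16 ± 1.05 to 4.34 ± 0.39 RPKM (SD, n = 6 each), a log2 difference of -0.889 (standard error 0.112, limma adjusted p = 2.5e-04). All heat stress flasks (3.89 to 4.91 RPKM) were below all control flasks (6.35 to 9.54 RPKM). With rescaled RPKM the difference was -0.719. The paper places this decrease in the ATR-Chk1 pathway.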

The ATR-Chk1 pathway plays a major role in repair of double-stranded breaks (Kampinga and Dikomey 2001; Krawczyk et al. 2011), and one of the several proteins that function in this pathway, Rad17 (Yan and Michael 2009a, 2009b; Tuul et al. 2013) is downregulated in LMH cells by heat stress. 

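All 38 genes of the network in Fig. 3 were lowered by heat stress with a limma adjusted p under 0.05. Since all 38 were among the 812 genes selected in these flasks, this is no separate evidence. The median log2 difference was -0.995, with PIF1 at -2.019 and RASGRF1 at -0.600 as the extremes, and in 29 genes all 6 heat stress flasks lay below all control flasks. After median-ratio rescaling 37 kept an adjusted p under 0.05, with a median of -0.831. By their known functions, the paper assigns the genes to repair, replication, spindle, chromatin and checkpoint processes.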

Several other proteins affecting DNA repair, DNA replication, spindle formation, chromatin structure, and cell cycle checkpoints were also downregulated by heat stress in the LMH cells (Fig. 3). Given that heat stress responses are frequently conserved across the evolutionary spectrum, these observations in a chicken liver cancer cell line may be relevant to hyperthermic treatment in oncology patients prior to radiation therapy. A major effect of radiation therapy is causing double-stranded breaks in DNA, thereby triggering apoptosis. Downregulating genes that repair such damage might play an important role in sensitizing tumors to radiation treatment (Kaur et al. 2011; Dewhirst and Chi 2013).

### Endoplasmic reticulum and Golgi

eGIFT also identified the endoplasmic reticulum and Golgi as cellular compartments affected by genes downregulated by heat stress. Stromal interaction molecule 1 (STIM1) and ORAI calcium release–activated calcium modulator 1 (ORAI1) gene products are found in the endoplasmic reticulum and both modulate intracellular Ca^2+^ levels. 

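STIM1 fell from 21.08 ± 2.71 to 10.49 ± 0.82 RPKM and ORAI1 from 15.94 ± 4.97 to 7.28 ± 2.22 RPKM (SD, n = 6 each). The log2 differences were -0.995 (limma adjusted p = 8.1e-05) and -1.116 (limma adjusted p = 0.0100). All 6 heat stress flasks were below the controls for STIM1 and 3 of 6 for ORAI1. Rescaled values were -0.823 and -0.945. The paper lists both among downregulated ER genes that modulate calcium.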

STIM1 is a calcium sensor that activates plasma membrane ORAI1 when calcium levels are depleted in the ER (Putney 2007). This leads to replenishment of the ER calcium stores. 

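MBTPS2 fell from 1.950 ± 0.363 to 0.917 ± 0.192 RPKM (SD, n = 6 each), a log2 difference of -1.014 (standard error 0.154, limma adjusted p = 8.4e-04), with all 6 heat stress flasks below all control flasks. With a pseudocount of 1 it was -0.619. The paper links its decrease to control of the ER stress response.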

Another downregulated gene, membrane-bound transcription factor peptidase, subunit 2 (*MBTPS2*), controls the ER stress response by functioning as a metalloprotease responsible for activating transcription factors, such as activating transcription factor 6 (ATF6), that control the unfolded protein response (Rawson et al. 1997; Haze et al. 1999). 

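ATF6 was at 32.06 ± 6.67 RPKM in control and 36.48 ± 9.07 RPKM in heat stress flasks (SD, n = 6 each). The log2 difference of 0.176 (standard error 0.186) lay within the spread between flasks (limma adjusted p = 0.5352, exact permutation p = 0.3701). Rescaling raised it to 0.349, with an adjusted p of 0.2593.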

While ATF6 expression was detected in the LMH cells, its transcript level did not change in response to heat stress. Three downregulated genes function in protein modification including leucine-proline-enriched proteoglycan 1 (LEPRE1), asparagine-linked glycosylation 1, beta-1,4-mannosyltransferase homolog (ALG1), and ST6 beta-galactosamide alpha-2,6-sialyltranferase 1 (ST6GAL1). 

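ST6GAL1 decreased from 18.66 ± 4.64 to 6.87 ± 1.95 RPKM, LEPRE1 from 41.44 ± 10.45 to 22.34 ± 5.63 RPKM and ALG1 from 11.28 ± 1.83 to 6.25 ± 1.13 RPKM (SD, n = 6 each). The limma adjusted p was 6.8e-04, 0.0056 and 0.0019. For ST6GAL1 and ALG1 no heat stress flask reached the control range, while for LEPRE1 5 of 6 were below it. LEPRE1 moved from a log2 difference of -0.888 to -0.715 on rescaling. From the known enzymatic roles of their products, the paper counts the 3 genes under protein modification.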

LEPRE1 and ALG1 function in the ER, with the former responsible for prolyl hydroxylase activity during collagen maturation (Vranka et al. 2004) while the latter carries out the first step in the production of lipid-linked oligosaccharides (Albright and Robbins 1990). ST6GAL1 is a sialyltransferase that functions in glycosylation in the Golgi (Weinstein et al. 1982, 1987). Finally, three downregulated gene products, sec1 family domain containing 1 (SCFD1), v-SNARE homolog (YKT6), and vacuolar protein sorting 8 homolog (VPS8), function in proper transport of cellular vesicles (Chen and Stevens 1996; Zhang and Hong 2001; Kosodo et al. 2002).

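SCFD1 decreased from 10.11 ± 0.60 to 5.20 ± 0.36 RPKM, YKT6 from 25.61 ± 4.73 to 12.24 ± 4.20 RPKM and VPS8 from 10.49 ± 1.18 to 5.93 ± 0.52 RPKM (SD, n = 6 each). Each fell below the control range in all 6 heat stress flasks, with limma adjusted p of 3.3e-05, 0.0040 and 2.6e-04. Median-ratio rescaling put SCFD1 at -0.776, YKT6 at -0.939 and VPS8 at -0.639 in log2 difference. The paper relates the 3 genes to vesicle transport.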

### Translation

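MLST8 (gene 416558) fell from 40.05 ± 2.62 to 20.98 ± 1.75 RPKM and HSPA14 from 0.930 ± 0.249 to 0.298 ± 0.083 RPKM (SD, n = 6 each). In all 6 heat stress flasks both were below all control flasks. The log2 difference was -0.931 (standard error 0.091, limma adjusted p = 5.3e-05) for MLST8 and -1.365 for HSPA14, which a pseudocount of 1 brought to -0.565. The paper ties the falls to possible roles in translation.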

Two transcripts downregulated by heat stress, HSPA14 and MTOR associated protein, LST8 homolog (MLST8), have potential roles in controlling translation. HSPA14 encodes a protein that is associated with the ribosome and functions as a chaperone for nascent proteins, controlling their folding as they emerge from the ribosome. Why the expression of HSPA14 is downregulated in LMH cells during heat stress is uncertain. Potentially, reduction of HSPA14 could lower the rate of translation by slowing the emergence of properly folded proteins from the ribosome. This could contribute to reducing the protein synthesis burden during heat stress. MLST8 is a component of the mTORC1 complex, and one effect of mTORC1 activation is increased translation. Reduction of MLST8 levels would likely reduce overall protein synthesis by lowering the available pool of mTORC1. Taken together, downregulation of these two transcripts may play a direct role in the overall repression of protein synthesis seen during heat stress (Yamasaki and Anderson 2008; Shalgi et al. 2013)

### Correlation analysis

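Applying the paper's rule of Pearson r above 0.95 in size with at least 3 other genes to the RPKM of the 812 genes over all 12 flasks left 558 genes and 8472 pairs, 1450 of them negative. Of the genes, 135 were raised and 423 lowered by heat. On log2 values the count was 548. Since the flasks form 2 temperature groups, a pair of genes can correlate because both differ between the temperatures. Values centred within each temperature left 87 genes with 329 pairs, 1 of which joined a raised and a lowered gene negatively. Counts within the 6 control flasks (547) or within the 6 heat stress flasks (547) rest on 6 values per gene, at which high correlations arise easily by chance. Centring within each flask set gave 623. From correlations of this kind, the paper draws its 4 networks of heat-modulated genes.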

Pearson correlation analysis was conducted on all differentially expressed genes and identified four networks of heat-modulated genes (Fig. 4). We limited this analysis to genes having connections to at least three other genes with correlation coefficients greater than 0.95 (Mansson et al. 2004). 

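All 78 genes of the network in Fig. 4 were among the genes that met the rule. The 23 genes of cluster 1 and the 23 of cluster 2 were lowered, at median log2 differences of -0.944 and -1.028. The 13 genes of cluster 3 and the 19 of cluster 4 were raised, at medians of 1.659 and 2.419. Every gene had a limma adjusted p under 0.05, and in all of them the 6 heat stress flasks lay beyond all 6 control flasks. All 78 come from the 812 genes chosen for their difference in these flasks, so their passing follows largely from that.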

Two of the clusters contained downregulated genes (clusters 1 and 2) while the other two (clusters 3 and 4) contained upregulated genes. Highly correlated downregulated genes affected a variety of processes including DNA replication and repair, mRNA polyadenylation, pro-inflammatory responses, and glycosylation. 

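Within cluster 1, 163 of 253 gene pairs had r above 0.95, and within cluster 2, 179 of 253. No pair between clusters 1 and 2 did. EXOSC9 was the most lowered gene of cluster 1 (log2 difference -1.498, 35.72 to 12.57 RPKM) and PCGF6 that of cluster 2 (-1.829, 8.66 to 2.44 RPKM). With a pseudocount of 1, PCGF6 was at -1.505. The paper assigns the lowered clusters to processes from replication to glycosylation by the functions of their members.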

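In clusters 3 and 4 the most raised genes were LOC423462 (log2 difference 4.061) and HSP25 (7.324), and the least raised were DNAJB6 (1.035) and XPO1 (0.8002). Among pairs, 65 of 78 within cluster 3 and 133 of 171 within cluster 4 had r above 0.95, and 36 of 247 pairs between the clusters did. A pseudocount of 1 reduced LOC423462 to 3.445. The paper characterises the raised clusters by the chaperones in them.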

The cluster of upregulated genes is predominantly comprised of genes encoding molecular chaperones along with some genes not previously associated with heat stress response. 

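Between cluster 2 and cluster 3, 29 pairs had r below -0.95, and between cluster 2 and cluster 4, 16 pairs. Cluster 1 had no such pair with cluster 3 or 4. After centring within each temperature, 1 negative pair between raised and lowered genes was left among all genes of the network. From the negative pairs, the paper concludes that clusters 2, 3 and 4 are connected.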

Finally, clusters 2, 3, and 4 are connected by several downregulated genes in cluster 2 that show strong negative correlation with several genes that are upregulated by heat stress.

**Fig. 4:**
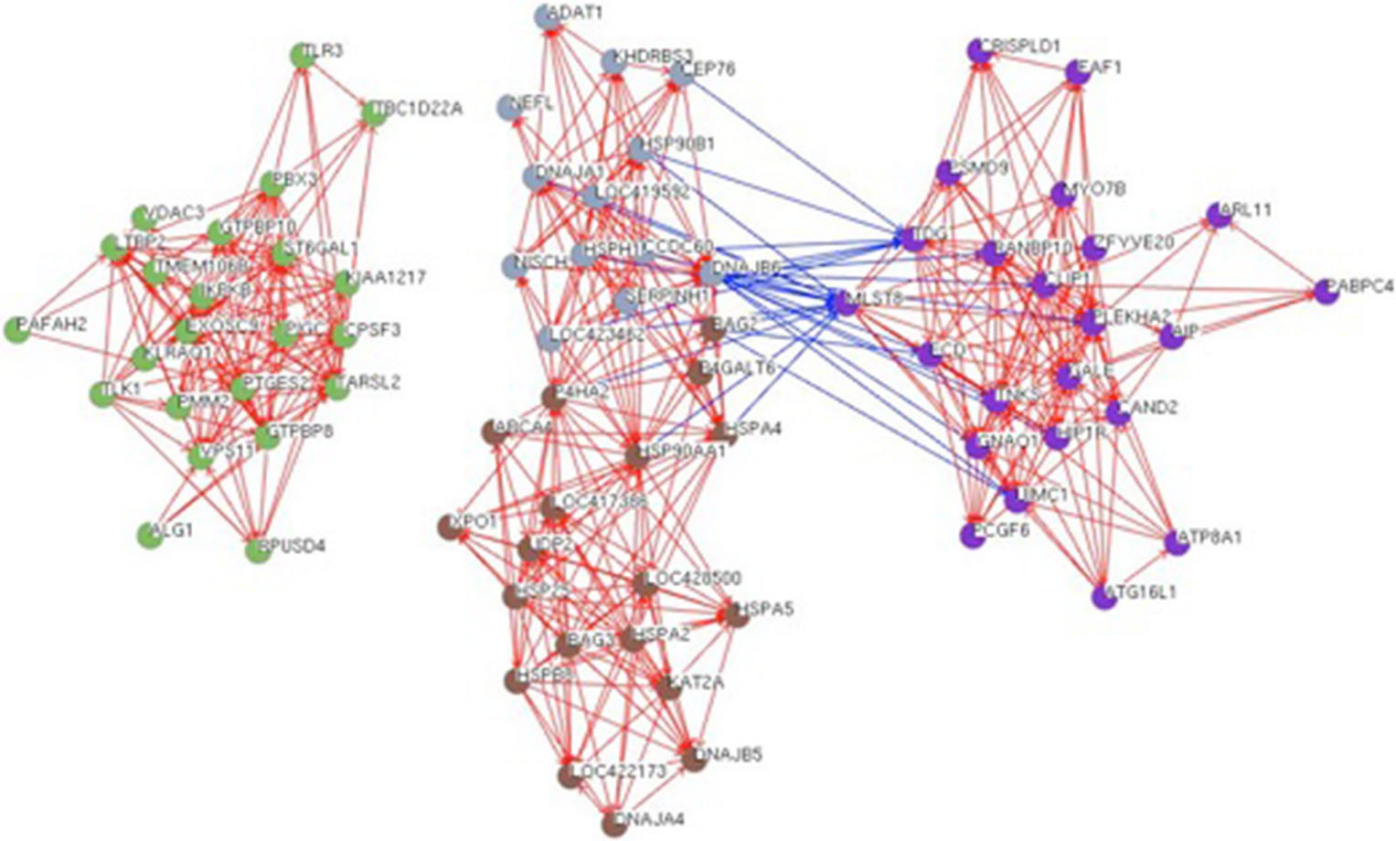
Pearson Correlation Network Networks containing significantly correlated gene pairs (Pearson correlation coefficient > 0.95) that were modulated either up or down by heat stress. Nodes in cluster 1 (*green*) or cluster 2 (*purple*) were down-regulated in heat challenge while nodes in cluster 3 (*gray*) or cluster 4 (*brown*) were up-regulated. Red edges indicate positive correlation between gene pairs while blue edges indicate negative correlation.

A reasonable hypothesis is that individual clusters contain genes that are coordinately regulated by the same transcription factors. Given that HSFs form functional heterotrimers (Sandqvist et al. 2009), it is possible that different combinations of the HSFs have distinct transcription factor activities and could yield these different networks. Also, the strong negative correlations between up regulated and downregulated genes (i.e., HSPA4 and MLST8) in clusters 2, 3, and 4 suggest a mechanism in which the same transcription factor is positively regulating one set of genes (clusters 3 and 4), while negatively regulating another set (cluster 2). 

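Across all 12 flasks HSPA4 and MLST8 differ between the temperatures, so their relation was computed within each temperature, as plotted by flask. Among the 6 control flasks Pearson r was -0.364 (exact permutation p = 0.479) and Spearman rho -0.429 (exact permutation p = 0.419). Among the 6 heat stress flasks r was -0.785 (exact permutation p = 0.064) and rho -0.714 (exact permutation p = 0.136). Adjusted for the 4 relations computed, the exact permutation p was 0.479 or more in control flasks and 0.256 and 0.272 in heat stress flasks, so a correlation within a temperature was not shown at this number of flasks. Without the 2 flasks farthest from the median of HSPA4, r was -0.229 in control and -0.470 in heat stress flasks, over 4 flasks each. With 3 flasks per flask set at a temperature, the relation was not computed within sets, so the r values above mix the 2 flask sets. Between the temperatures HSPA4 rose from 29.08 ± 3.18 to 88.80 ± 11.12 RPKM as MLST8 fell from 40.05 ± 2.62 to 20.98 ± 1.75 RPKM (SD, n = 6 each). Rescaling changed the log2 differences from 1.605 to 1.777 for HSPA4 and from -0.931 to -0.759 for MLST8. The paper takes negative correlations of this kind as pointing to a transcription factor that regulates the groups in opposite directions.

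**Figure D3:**
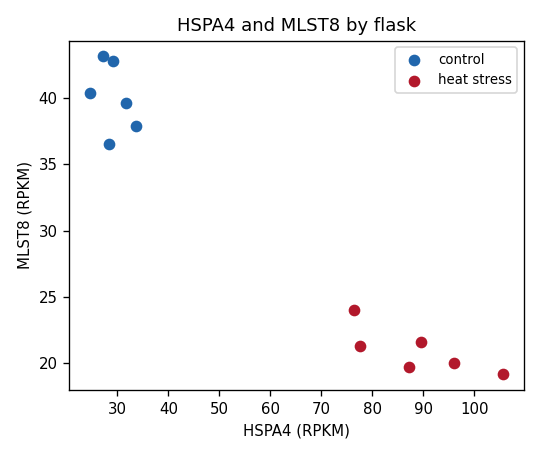
MLST8 against HSPA4, both in RPKM, with a point per flask, blue for control and red for heat stress. The temperatures form separate groups, and within them r was -0.364 (control) and -0.785 (heat stress).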

Future work can use overexpression and knockdown approaches to evaluate the impact of changing the levels of different transcription factors on these networks.

It is possible that heat responsive genes may function in setting body temperature. The Animal Quantitative Trait Loci (QTL) Database (Hu et al. 2013)(Release 24, Aug 25, 2014) identifies QTLs associated with body temperature mapped to five chicken chromosomes (chromosomes 2, 3, 4, 6, and 23). Inspecting the chromosomal locations of the heat stress responsive genes defined in this study (Table 7) provides a total of 25 genes located within the QTL boundaries on chromosomes 2, 3, 4, and 6. 

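All 25 genes of Table 7 had a limma adjusted p under 0.05, 5 raised and 20 lowered. The paper took them from its heat-responsive genes, so passing in the same flasks follows largely from that choice. By the paper's positions, 15 lie in the QTL on chromosome 4 (50900000 to 88400000), 4 on chromosome 3 (35500000 to 51300000), 4 on chromosome 6 (4500000 to 33800000) and 2 on chromosome 2 (82300000 to 87200000). On chromosome 4, 14 of the 15 were lowered, with AFAP1 (3.70 to 8.21 RPKM) as the raised gene. On chromosome 3, 3 of the 4 were raised. BAG3 on chromosome 6 had the largest change, from 33.81 ± 8.09 to 806.1 ± 270.1 RPKM (SD, n = 6 each). KCTD8 was the most lowered, at a log2 difference of -1.594 (limma adjusted p = 5.7e-05), and with a pseudocount of 1 it was -1.141. The genome is not in the files analysed here, so positions are the paper's. Because the genes lie inside body temperature QTLs and respond to heat, the paper treats them as candidates for regulating body temperature.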

These 25 can be considered candidate genes for regulating body temperature.

**Table 7:** Heat Responsive genes mapping to QTL locations that regulate body temperature. QTL locations were obtained from the Animal QTL Database

GENE	CHROMOSOME	Start	Finish	Ave. Control RPKM	Ave. Heat Stress RPKM
NSUN2	2	82,300,000	87,200,000	93.5	49.4
MOCOS	2	82,300,000	87,200,000	2.01	1.08
PDE10A	3	35,500,000	51,300,000	12.5	28.5
PNLDC1	3	35,500,000	51,300,000	0.09	0.24
SHPRH	3	35,500,000	51,300,000	1.65	0.87
UST	3	35,500,000	51,300,000	3.80	7.25
EXOSC9	4	50,900,000	88,400,000	35.7	12.6
SYNPO2	4	50,900,000	88,400,000	0.35	0.13
METTL14	4	50,900,000	88,400,000	24.4	13.5
TLR3	4	50,900,000	88,400,000	3.28	1.64
SLC7A2	4	50,900,000	88,400,000	0.89	0.34
KCTD8	4	50,900,000	88,400,000	4.00	1.25
ATP8A1	4	50,900,000	88,400,000	3.66	1.80
RBM47	4	50,900,000	88,400,000	28.9	16.5
CHRNA9	4	50,900,000	88,400,000	0.33	0.08
PCDH7	4	50,900,000	88,400,000	0.88	0.44
ANAPC4	4	50,900,000	88,400,000	7.65	4.23
CCDC149	4	50,900,000	88,400,000	4.84	2.11
TBC1D14	4	50,900,000	88,400,000	14.3	7.18
AFAP1	4	50,900,000	88,400,000	3.70	8.21
TACC3	4	50,900,000	88,400,000	78.7	29.6
LOC423899	6	4,500,000	33,800,000	0.26	0.07
BAG3	6	4,500,000	33,800,000	33.8	806.0
LHPP	6	4,500,000	33,800,000	11.1	6.15
DOCK1	6	4,500,000	33,800,000	6.11	2.65

Overall, this work has identified 812 genes whose transcription is modified by heat stress. 

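Of the 812 genes, 587 had all 6 heat stress flasks beyond all 6 control flasks, and 808 had a limma adjusted p under 0.05. Both counts come from the flasks in which the genes were chosen. After median-ratio rescaling 551 of the 812 still passed the criteria of p and ratio, 234 raised and 317 lowered. Every lowered or raised call rests on RPKM as deposited, where the median log2 difference over detected genes was -0.182. The paper concludes that expression of 812 genes is modified by heat stress.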

Based on numerous previous studies, many of the genes identified in the current study were predicted to be responsive to heat stress (Lindquist and Craig 1988; Akerfelt et al. 2010). However, several of the genes either upregulated or downregulated by heat challenge in our studies have not, to our knowledge, been previously identified as heat responsive. Multiple biological processes were affected by the responsive genes including translation, transcription, chromatin modification, DNA repair, and DNA synthesis. In addition, two signaling pathways were modulated by heat stress: TGFß and WNT. The heat responsive genes affecting the TGFß pathway indicate activation of this pathway, while the WNT pathway appears to be inactivated. Current studies in our laboratory are using RNA-seq to identify heat responsive genes following hyperthermic treatment of chickens with the goal of providing a more complete catalog of heat responsive genes.

### Broader implications

We have examined the transcriptome response of the chicken LMH hepatocarcinoma cell line to hyperthermia using RNA-seq and identified biological processes and pathways impacted by heat stress. It is important to recognize the nature of the cells studied; the LMH cell line was obtained from a male chicken fed diethylnitrosamine, a potent inducer of liver cancer (Kawaguchi et al. 1987). The line was derived in 1987 and has adapted to long-term growth in cell culture. When comparing our results with analyses of response to heat stress in other cell lines or tissues, both similarities and differences are noted. Among the major similarities across cell lines from different species are increases in transcripts encoding chaperones and co-chaperones that play important roles in maintaining homeostasis during heat stress (Lindquist and Craig 1988; Murray et al. 2004). Responses in these functional groups of genes are also noted in the livers of chickens (Schmidt, unpublished), ducks (Zeng et al. 2014), and other animals (Flanagan et al. 1995). Another common response to heat stress are changes in gene expression consistent with cell cycle arrest (Sonna et al. 2002) although this is variable. For example, the human fibroblasts exhibit cell cycle arrest during hyperthermia while human Hela and K-562 cancer cell lines do not (Murray et al. 2004). Upregulation of the TGFß pathway through different mechanisms has been noted in other cell culture systems (Jia and Souchelnytskyi 2011; Li et al. 2015) and in scrotal tissues (Cai et al. 2011) during heat stress. In reviewing this information, it becomes apparent that not all cell lines or tissues respond to heat stress in exactly the same fashion. The total response likely depends on a combination of variables including the genetic composition of the target species, the genomic changes that have occurred due to past environmental stresses, and the nature of the current heat challenge (Sonna et al. 2002). An important future goal will be to relate heat stress transcriptome responses at the cellular and organismal level to these different variables.

### Electronic supplementary material

Supplementary File 1 Genes analyzed Complete comma delimited file containing all genes analyzed in this study along with RPKM values for each gene in each experiment. 

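The files analysed here hold RPKM for 15945 genes in each of the 12 flasks. Division by gene length and by the mapped reads of the library lets genes and libraries of different size be compared, but it does not adjust for a change in composition between libraries.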

(CSV 1563 kb)

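Supplementary File 2 lists 235 raised and 577 lowered genes, and the smallest log2 ratio in size among them is 0.80. With a per-gene unequal-variance t test on RPKM, an unadjusted p under 0.01 and this limit on the ratio, 809 of the 812 genes were found together with 4 others.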

Supplementary File 2 812 genes differentially regulated by heat stress. Comma delimited file of all genes that were differentially regulated by heat stress with a P value less than 0.01. (CSV 83 kb)

Supplementary File 3 Principal component anlaysis A PNG formated file of principal component analysis of the 812 genes differetnially regualted by heat stress (JPEG 36.6 kb)

Supplementary File 4 A complete comma delimited list of symbols and names for all genes discussed in ths paper. (CSV 6 kb)

## Appendix

The data sets supporting the results of this article are included within the article and its additional files

How the deposited data were processed for this re-analysis (not part of the article)

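RNA-seq was performed on 6 control flasks (37 °C) and 6 heat stress flasks (43 °C for 2.5 h) of chicken LMH cells. The authors mapped the reads to the Red Jungle Fowl genome and assigned RPKM values per gene with ERANGE, and they deposited 1 table of RPKM per flask, rounded to hundredths. The version of ERANGE, the aligner, and any filter on genes beyond the limit of 0.1 RPKM are not given in the paper. RPKM values are not counts, so no count model was used. Scaling to library size was done by the authors, and no scaling between flasks beyond it is described.

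Samples were grouped by temperature and replicate number from their labels. Flasks were also assigned to set 1 (replicates 1 to 3) or set 2 (replicates 4 to 6) from the share of mapped reads in Table 1, which is an inference and not a batch that the paper names. Values of some genes in the supplementary tables had been seen by then. A gene was called detected at a mean above 0.1 RPKM at either temperature. Differences were tested with limma (lmFit and eBayes, limma 3.58.1, R 4.3.3) on log2(RPKM + 0.1), and p-values were adjusted by the Benjamini-Hochberg method. Heat-responsive genes were those with an unadjusted p under 0.01 and a log2 ratio of means of at least 0.8 in size. The limit of 0.8 is the smallest ratio in Supplementary File 2. Whether the effect of heat differed between flask sets was tested by an interaction term in the same kind of fit. For single genes an exact permutation test over 924 assignments was added. Clustering, principal components, correlations and figures were computed with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

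Genes are named in the text by a fixed rule. Every gene named in the running text of the results or in Tables 2 to 4 has its own values, except KLF4 and HSF1, for which there were none. So do the 10 genes with the largest log2 difference in size that passed 3 conditions. These were an adjusted p under 0.05, a mean of at least 1 RPKM at either temperature and the same direction in all 6 replicate-number pairs. Among the 10 is LOC419592, not named elsewhere, which rose from 3.008 to 41.91 RPKM (log2 difference 3.827, limma adjusted p = 3.4e-07). Genes found only in Tables 5 to 7 or in figures are given as sets, with the extremes named. In all, 93 genes were covered.

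Read counts are not in the files analysed here. Relative depth was read from the steps that low values form, using values up to 1.5 RPKM. A step is taken as the largest peak that reaches 0.6 of the best score. This estimate was tuned, and it is reported for that reason with other cutoffs. The first form returned a fraction of the step on simulated data, so a cutoff of 0.9 was set from that simulation, but on real values the depths of control 2, heat stress 3 and heat stress 6 were unstable. After histograms of the real values had been seen, the estimator was rewritten with a cutoff of 0.7. It then failed its simulation, and the range of steps searched, the share of split reads in the simulation and the cutoff were changed until it passed. The simulated depths were set close to those found in the real flasks. The largest error of 0.5% therefore says little about other depths. On the same simulation, cutoffs of 0.7 and above took a fraction of the step for some flasks (error 100%). Values are rounded, so relative depth is approximate.

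The limma fit was tested on simulated data with 200 changed genes. It recovered 93.5% of them at an adjusted p under 0.05 with 5.6% false genes, and 0.97% of unchanged genes had an unadjusted p under 0.01. The interaction fit recovered 89% with 6.8% false genes. Changes were planted only in genes above 1 RPKM and at large sizes (mean recovered log2 difference 1.52). The planted interactions were larger than those found for BAG3 and NR0B1. Noise was drawn independently for each gene and flask, with no difference between flask sets. These rates therefore do not carry over to smaller changes, low genes or flasks that share deviations.

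Alternatives were pseudocounts of 1 and 0.01, all genes or genes above 1 RPKM, RPKM rescaled by the median ratio of each flask, the replicate number as a block, flask set as a covariate, a per-gene unequal-variance t test on RPKM, other limits on p and ratio, and each flask left out in turn. A count was called changed when it differed from the main count by more than 1.5 times. Functional terms (DAVID and eGIFT), the QTL database and qRT-PCR were left out because they need data that are not in the files analysed here.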

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

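In 192 groups of 6 flasks (the RPKM of 93 named genes and 3 per-flask totals, at each temperature), a flask far from the other 5 was found 13 times, where about 9.6 would be flagged by chance. Control replicate 6 was flagged for HMOX1 (172.8 RPKM, other controls 52.13 to 87.60), NFYA (29.24, others 19.81 to 22.57), PLAG1 (6.75, others 3.34 to 4.26), SFMBT1 (2.18, others 1.44 to 1.68) and CHAF1B (9.56, others 17.55 to 21.43). Heat stress replicate 4 was flagged for MYCN (14.32 RPKM, others 6.67 to 7.86), CHAF1B (6.72, others 10.35 to 11.55), STIM1 (12.05, others 9.69 to 10.52) and LEPRE1 (32.92, others 17.25 to 23.04). The remaining flags were LOC772158 in control replicate 2 (1.32 RPKM), KLF6 (35.8) and SOX7 (0.35) in control replicate 4, and VPS8 in control replicate 5 (12.7).

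Of the 13 flags, 5 fell in control replicate 6 and 4 in heat stress replicate 4, although these flasks were kept at different temperatures. Their deviations from the mean of their own temperature ran together, with r = 0.694 across detected genes, against 0.047 to 0.562 for the 8 other control and heat stress pairs of set 2. Genes are not independent replicates, so this has no p. A swap of temperature labels was checked with the summed RPKM of the 13 raised chaperones of Table 4, on a scale of 0 at the control mean and 100 at the heat stress mean. Control 6 lay at 1.0 and heat stress 4 at 86.1, each near its own temperature. Noise of low genes was checked among genes above 10 RPKM, where the correlation was 0.849 and so no weaker. Depth is not excluded: the relative depth of control 6 was 2.3, above the other flasks of set 2 (0.88 to 2.27), while that of heat stress 4, 2.22, was inside their range. The depth estimate itself was tuned on these values. The predictions for labels and depth were written after the values had been seen, and the pattern had been noticed in the supplementary tables before the files arrived. No biological explanation was tested, since the design gives no condition that these 2 flasks share. A shared handling or culture difference may be a candidate explanation, but no record of one is in the files analysed here.

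The effect of heat differed between the flask sets in 23 genes by limma's interaction term (adjusted p under 0.05). Of these, 14 were counted as having opposite directions in the 2 sets. That count includes LOC417533 (log2 difference -1.851 in set 1 and 0 in set 2) and LOC768546 (3.3e-16 and -1.670), which had no effect in one set. Among named genes, BAG3 rose by 5.266 in set 1 and 3.805 in set 2 (log2 difference, interaction adjusted p = 0.0235), raised in 6 of 6 replicate-number pairs, and NR0B1 rose by 1.879 and 0.178 (interaction adjusted p = 0.0271), raised in 5 of 6. Of 100 regroupings drawn from the 200 into sets of 3 control and 3 heat stress flasks, 4 gave as many genes, the real one included. The 3 others crossed the sets, placing mostly set 1 flasks of one temperature with set 2 flasks of the other, and the largest gave 6205 genes. Such crossing may turn the difference between sets into an interaction. It did not always give many genes. Other regroupings that crossed the sets as far as the one with 25 genes gave 9, 7 and 3. Rescaling left 21 genes, but this is a weak check of scaling. The factors shifted control against heat stress by 0.178 in set 1 and 0.168 in set 2 (mean log2), so rescaling could hardly move a difference between sets, and other faults of scaling are not excluded. The share of such genes was 0.22% above 10 RPKM and 0.19% among all detected genes, so low expression, where a difference in depth would act, did not account for it either. Leaving out control 6 and heat stress 4 gave 31 genes. On the scale of summed chaperones above, heat stress flasks of set 1 lay at 116.2 to 123.5. Those of set 2 lay lower, at 74.9 to 86.1, a difference that was not tested. HSPA2 rose less in set 2 (log2 difference 6.343 in set 1, 5.580 in set 2), while HSP25 did not (7.285 and 7.363). No gene of Table 4 had an interaction adjusted p under 0.05, the lowest being 0.1399 for HSPA5. The sets are inferred from mapping shares and carry no condition, so no biological explanation was tested, and a difference in heat exposure, cell state or library handling between the sets may be behind the pattern.

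Outside Supplementary File 2, 374 genes had a limma adjusted p under 0.05 and a log2 ratio of at least 0.8 in size, 139 raised and 235 lowered. Of 100 splits drawn from the 462 splits of the 12 flasks into 6 and 6, the split by temperature was the only 1 with as many heat-responsive genes (1148, against at most 576 in another drawn split), and the only 1 with as many genes at an adjusted p under 0.05 (2806, against at most 5). A separate fit that divided the flasks by set instead of temperature gave 1585 and 4211 genes, more than temperature did. From that split alone the batch and the condition cannot be told apart, but each set holds 3 flasks of each temperature, and with set as a covariate the fit by temperature gave 1381 and 5086 genes. Scaling may be behind part of the lowered genes, though the share of 0.427 after rescaling does not test it, since rescaling brings the median gene near 0 whatever the cause.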

How the results depend on the processing

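The alternatives were listed before the processed files arrived, except the covariate of 3 flask clusters and the fit without control 6 and heat stress 4, which were chosen after seeing the correlations between flasks. The plan was not blind to the values. The supplementary tables hold RPKM of the same flasks, and several forms of a per-gene test had been tried on part of them, so it was known that the t test on RPKM with the limit of 0.8 came close to Supplementary File 2. The deviation of control 6 and heat stress 4 had been noticed there too. Of the 93 named genes, 78 kept their sign and their side of an adjusted p of 0.05 in every setting. The number of named genes past it was 87, and between 83 and 86 across the 12 fits that each left out a flask. Over all gene rows, 50 weakened and 12 strengthened, and 2 reversed, both of HSF4 (-0.188 with a pseudocount of 0.01 and -0.098 without control replicate 2, against 0.064 in the main fit and up to 0.239 without heat stress replicate 1), whose difference was not shown in any setting. Detected genes went from 12300 to 13419 with 1 flask above the limit and to 10432 with all 12. Average linkage left all 12 flasks with their own temperature. On log2 values the network had 548 genes, with negative pairs going from 1450 to 3312.

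Median-ratio rescaling changed the balance of directions most. Lowered heat-responsive genes went from 787 to 402, and genes with an adjusted p under 0.05 from 734 to 1110 raised and from 2072 to 1042 lowered. Rescaling assumes that most genes do not change, and it shifts every gene up in heat stress flasks, where HSP25, HSPA2, HSPA8 and HSP90AA1 take up more of the reads. A real fall of most transcripts would look the same in RPKM, so the data here cannot separate the 2.

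Removing the limit on the ratio raised heat-responsive genes from 1148 to 2671 (702 raised, 1969 lowered), since many small differences had a low p. A limit of 1 left 747, with 458 lowered. The per-gene t test on RPKM found 236 raised genes against 361. It shares no variance between genes, takes no log and allows unequal variances. Which of these lowered the count was not tested. Flask set as a covariate raised genes with an adjusted p under 0.05 from 2806 to 5086 (1293 raised, 3793 lowered), because differences between sets no longer count as noise. The 3 flask clusters gave 6035 (1525 raised, 4510 lowered). They were formed from the same expression values that are then tested, so these counts may overstate the evidence. With the replicate number as a block, 1267 genes were heat-responsive.

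Fits that left out a flask gave from 1003 to 1236 heat-responsive genes (334 to 378 raised, 659 to 863 lowered) and from 2118 to 2798 genes with an adjusted p under 0.05 (584 to 695 raised, 1534 to 2114 lowered). Genes whose heat effect differed between sets rose from 23 to 36 with a pseudocount of 1 and fell to 20 among genes above 1 RPKM. Over all detected genes in place of the 812, clustering left 6 flasks of 12 with their own temperature and the temperature component held 25.0% of variance instead of 76.1%, because the 812 were selected for temperature. Centring within temperatures left 87 network genes of 558, since it removes the difference that correlates them.

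Depth limits the low genes most. At 0.1 RPKM a gene rests on few reads, and NHLH1 moved with the pseudocount most, to 4.613 at 0.01 and 0.542 at 1 (2.283 in the main fit), followed by TGFBR2, SFRP1, SERPINH1 and LOC772158. TGFBR2, SFRP1, DACT1, RASGRF1 and HSF5 lost an adjusted p under 0.05 with a pseudocount of 1. E2F7, TGFB2, KLHDC2, HSF2 and GABRA2 were close to the threshold and lost it in several fits without a flask. AMH lost it without control replicate 1 (adjusted p = 0.0572) and without heat stress replicate 3 (adjusted p = 0.0548). HSF3 and TGFBR1 gained it in several settings, and NR0B1 lost it with the replicate number as a block (adjusted p = 0.0580).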

Differences from the paper's values

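The number of raised heat-responsive genes was 361 against the paper's 235. Among the alternatives set before the files arrived, the per-gene t test on RPKM (236), genes above 1 RPKM (257), a ratio limit of 1 (289), pseudocounts of 1 (328) and 0.01 (342), all genes (333) and the fits without control replicate 1, 2 or 3 or heat stress replicate 1 or 3 (334 to 347) came within 1.5 times of the paper's number. Rescaling, the replicate block, the flask set covariate, an adjusted p, no ratio limit and the other fits without a flask did not.

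The temperature component held 76.1% of variance against the paper's 22%. With all detected genes it held 25.0%, which is within 1.5 times, but there it was component 2 (r = 0.86). The paper describes its components as those of the 812 genes, so that setting uses an unlike gene set and leaves the gap unexplained. Over the 812 genes, values centred without standardization (77.8%) and RPKM without a log (75.0%) did not come within 1.5 times.

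The correlation rule gave 558 genes against about 78 in Fig. 4, counted by eye. Centring within each temperature gave 87, within 1.5 times, but only in number: 14 were raised and 73 lowered, with 1 negative pair between raised and lowered genes, where the figure's clusters of raised genes alone hold 13 and 19. The counts with log2 values (548), control flasks alone (547), heat stress flasks alone (547) and centring within flask sets (623) did not come within 1.5 times.

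The paper reports no significant change of any heat shock factor with temperature. Its list rests on an unadjusted p under 0.01 and holds no log2 ratio of means below 0.8 in size. Here limma's adjusted p was 0.0455 for HSF2 and 0.0194 for HSF5, without a limit on the ratio. HSF2 (-0.494) and HSF5 (-0.549) fall short of a ratio of 0.8, so these values do not contradict the paper's call. Rescaling put both above 0.05 (0.2223 and 0.0780), as did the t test on RPKM (0.0643) and 10 fits without a flask for HSF2 and a pseudocount of 1 (0.1157) for HSF5. With the replicate number as a block the adjusted p was 0.0205 for HSF2, 0.0160 for HSF5 and 0.0385 for HSF3, and with flask set as a covariate 0.0025, 0.0042 and 0.0049. HSF3, at 0.0615 in the main fit, was raised in 6 of 6 replicate-number pairs. It gives a narrower range for the abundance of HSF2 and HSF3 over HSF4 and HSF5 than the ratios here, which ran from 19.55 to 553.8 in control flasks. The paper detected no change in TGFß ligands, while TGFB2 had a log2 difference of 0.873 with a limma adjusted p of 0.0294. The t test on RPKM (adjusted p = 0.0560) and 6 fits without a flask put TGFB2 above 0.05, while it was 0.0336 with the block and 0.0206 with flask set. It reports TGFBR1 as elevated, for which limma's adjusted p was 0.0629 in the main fit but 0.0048 with the replicate number as a block, 1.2e-04 with flask set as a covariate, 9.8e-05 with the 3 flask clusters chosen after the values were seen, 0.0149 after rescaling and 0.0495 with a pseudocount of 1.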

Other observations

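More heat-responsive genes were lowered than raised, at a share of 0.686. The explanation that a few genes take most of the reads was to be tested by rescaling, after which the share was 0.427. That outcome does not separate the causes, because rescaling brings the median gene near 0 whatever lowered it. A calculation added later used the RPKM share of HSP25, HSPA2, HSPA8 and HSP90AA1, which would shift the other genes by -0.093 on the log2 scale, against a median difference of -0.182. These 4 genes would thus account for part of the shift only, as far as RPKM shares stand for read shares. The calculation leaves out the 13 mitochondrial protein genes, whose share went from 15.53% to 12.59% and would act the other way. Low expression was tested with genes above 10 RPKM, where the share was 0.68, so it does not account for the excess. The median relative depth of heat stress flasks was 0.74 times that of control flasks, though flasks of set 1 differed in depth by at most 1.05 times. A difference in depth would act on low genes. The share of 0.68 above 10 RPKM argues against depth at that level. The median log2 difference of -0.1765 in the 8485 genes above 1 RPKM in all flasks argues against it for those genes. For lower genes a difference in depth remains. The prediction for depth was written after the depths had been seen, and the value of 0.74 rests on the cutoff of the depth estimate. At a cutoff of 0.9, which an earlier form of the estimate used, the median depths were 2.01 in heat stress and 1.98 in control flasks, and no lower depth under heat would have been found. A biological fall of many transcripts under heat is consistent with the deposited values but is not told apart here from composition or scaling.

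Within set 1, Table 1 gives mapped reads that differ 2.63 times between flasks, while relative depth read from the steps of low values differed 1.05 times. On that estimate the totals of Table 1 do not describe the depth behind the values of set 1. In set 2 the extremes ran against Table 1. Control 6 had the fewest mapped reads there (11.45 M) but the highest depth (2.3). Heat stress 6 had the most (27.88 M) but the lowest depth (0.88). At a cutoff of 0.9 it was 1.77, still below control 6 at 2.3. Genes above 0 RPKM, which need no step cutoff, went the same way. They numbered 13164 in control 6, 12252 in heat stress 6 and 12418 to 12563 in set 1. At a cutoff of 0.9 the steps of set 1 gave depths from 0.99 to 2.04, so the near equality also rests on the cutoff, which was lowered after the real values had been seen. The prediction was written after the steps were seen, and no cause is known from the files analysed here.

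Genes whose IDs are next to those of strongly induced genes were examined, with ID neighbours standing in for position because no genome was used here. A first version left out neighbours that were themselves raised by 2 or more on the log2 scale. The mean log2 difference of the 47 neighbours was -0.145, close to the mean of -0.155 over all detected genes, so this version showed no excess. The definition was then changed to include them, and the 53 neighbours of 42 genes had a mean of 0.268, which no draw of 10000 reached (share 0.0001, the smallest possible). The positive result thus rests on that change. The excess came from 6 neighbours that form 3 pairs of adjacent induced genes, among them HSP90AA1 with LOC423462. Without neighbours named as chaperones the mean was 0.0372, or 0.1389 of its former size, and neighbours of the 42 most lowered genes were lowered by a mean 1.516 times as large in size. Both ratios ignore that detected genes were lowered on average. Measured from the mean of -0.155, the excess was 0.423 for neighbours of raised genes, 0.193 without chaperones (0.455 of it) and -0.251 for neighbours of lowered genes (0.592 times in size). The step without chaperones removed HSPB8, DNAJA4 and HSP90AA1 but kept their raised partners CCDC60 (3.235), ACSBG1 (2.049) and LOC423462 (4.061, log2 differences). Since it took out only the named chaperone of each pair, it cannot tell whether shared chaperone identity accounts for the excess. A shared direction of neighbours in general is not excluded. All predictions for this pattern were written after a first look. A spread of induction to neighbours was not shown.

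The 13 mitochondrial protein genes summed to 63834 ± 22816 RPKM in control and 49918 ± 9362 RPKM in heat stress flasks (SD, n = 6 each). The hypothesis that heat stress lowers them was not borne out by the exact permutation test (p = 0.2251), and 0 heat stress flasks lay below all control flasks. That test ignores flask set. The log2 differences were -0.388 in set 1 and -0.215 in set 2. No test within sets was run, so a fall is not excluded.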
